# *Arabidopsis* NAC Transcription Factor JUNGBRUNNEN1 Exerts Conserved Control Over Gibberellin and Brassinosteroid Metabolism and Signaling Genes in Tomato

**DOI:** 10.3389/fpls.2017.00214

**Published:** 2017-03-07

**Authors:** Sara Shahnejat-Bushehri, Annapurna D. Allu, Nikolay Mehterov, Venkatesh P. Thirumalaikumar, Saleh Alseekh, Alisdair R. Fernie, Bernd Mueller-Roeber, Salma Balazadeh

**Keywords:** *Arabidopsis*, tomato, fruit, growth, transcription factor, gibberellic acid, brassinosteroid, DELLA proteins

## Abstract

The *Arabidopsis thaliana* NAC transcription factor JUNGBRUNNEN1 (AtJUB1) regulates growth by directly repressing *GA3ox1* and *DWF4*, two key genes involved in gibberellin (GA) and brassinosteroid (BR) biosynthesis, respectively, leading to GA and BR deficiency phenotypes. AtJUB1 also reduces the expression of *PIF4*, a bHLH transcription factor that positively controls cell elongation, while it stimulates the expression of *DELLA* genes, which are important repressors of growth. Here, we extend our previous findings by demonstrating that *AtJUB1* induces similar GA and BR deficiency phenotypes and changes in gene expression when overexpressed in tomato (*Solanum lycopersicum*). Importantly, and in accordance with the growth phenotypes observed, AtJUB1 inhibits the expression of growth-supporting genes, namely the tomato orthologs of *GA3ox1*, *DWF4* and *PIF4*, but activates the expression of *DELLA* orthologs, by directly binding to their promoters. Overexpression of *AtJUB1* in tomato delays fruit ripening, which is accompanied by reduced expression of several ripening-related genes, and leads to an increase in the levels of various amino acids (mostly proline, β-alanine, and phenylalanine), γ-aminobutyric acid (GABA), and major organic acids including glutamic acid and aspartic acid. The fact that AtJUB1 exerts an inhibitory effect on the GA/BR biosynthesis and *PIF4* genes but acts as a direct activator of *DELLA* genes in both, *Arabidopsis* and tomato, strongly supports the model that the molecular constituents of the JUNGBRUNNEN1 growth control module are considerably conserved across species.

## Introduction

Gibberellins (GAs) and brassinosteroids (BRs) play important roles in the regulation of plant growth and development. Because of their biological relevance, many key aspects of the metabolism and signaling of both phytohormones have been revealed in the past (Depuydt and Hardtke, 2011; Bai et al., 2012). GAs control processes like for example seed germination, leaf expansion, shoot elongation, flowering, fruit set and growth (Olszewski et al., 2002; Yamaguchi, 2008; Mutasa-Göttgens and Hedden, 2009; Seymour et al., 2013). Similarly, BRs function as growth-promoting hormones mediating many aspects of plant growth and development including the stimulation of growth through cell division and cell elongation, and the adaptation to environmental cues (Clouse, 2011). Mutants deficient in BR biosynthesis or perception exhibit various degrees of phenotypic similarity to GA-deficient mutants including dwarfism, short petioles and hypocotyls, curled dark-green leaves, and delayed flowering (Clouse and Sasse, 1998; Fleet and Sun, 2005).

With respect to the later steps of GA biosynthesis, GA 20-oxidase (GA20ox) and GA 3-oxidase (GA3ox) are particularly important for controlling the levels of bioactive GAs (Phillips et al., 1995; Xu et al., 1995; Yamaguchi et al., 1998). The bioactive GAs produced by GA3ox enzymes are perceived by a soluble GA receptor, GIBBERELLIN-INSENSITIVE DWARF1 (GID1) (Ueguchi-Tanaka et al., 2005). The binding of GA to GID1 triggers the destruction of DELLA proteins by the ubiquitin-proteasome pathway, or their inactivation through a degradation-independent mechanism (Ariizumi et al., 2008, 2013; Ueguchi-Tanaka et al., 2008). DELLAs are major transcriptional growth repressors (Martí et al., 2007; Bai et al., 2012). In the absence of active GAs, DELLAs accumulate allowing them to interact with the transcription factors (TFs) PHYTOCHROME-INTERACTING FACTOR4 (PIF4) and BRASSINAZOLE-RESISTANT1 (BZR1) to inhibit their DNA-binding ability; this restricts cell elongation controlled by the two TFs thereby resulting in reduced plant growth (De Lucas et al., 2008; Bai et al., 2012).

Gibberellins and DELLAs have also been reported to control reproductive organ size and fruit development in several species (Martí et al., 2007; Dorcey et al., 2009; Fuentes et al., 2012). In tomato (*Solanum lycopersicum*), overexpression of *SlDELLA* (which is identical to *SlGAI*) suppresses fruit development by inhibiting cell expansion (Martí et al., 2007).

Brassinosteroids are synthesized from campesterol via two pathways, the early and the late C-6 oxidation pathways (Fujioka and Sakurai, 1997). DWARF4 (DWF4) encodes a cytochrome P450 protein that catalyzes sterol C-22 α-hydroxylation, a rate-limiting step in BR biosynthesis (Choe et al., 1998, 2001; Kim et al., 2006; Divi and Krishna, 2010). The BR signal is perceived by a membrane-bound receptor kinase, BRASSINOSTEROID INSENSITIVE1 (BRI1). BRs bind to BRI1 and initiate a signal transduction pathway which ultimately results in the dephosphorylation and thereby stabilization of BZR1 and BRI1-EMS SUPPRESSOR1 (BES1) (Wang et al., 2002; He et al., 2005; Yin et al., 2005), two TFs regulating BR-responsive genes to promote growth (Sun et al., 2010; Clouse, 2011; Yu et al., 2011). BR and GA signals are integrated through the direct interaction of BZR1 and BES1 with DELLAs, and they enhance each other’s signaling through inactivation and degradation of DELLA proteins, respectively (Bai et al., 2012; Gallego-Bartolomé et al., 2012; Li et al., 2012). In the presence of BRs, active forms of BZR1 and BES1 attenuate the transcriptional activity of DELLAs. On the other hand, in the absence of GA, accumulation of DELLAs and their binding to BZR1 or BES1 prevents their dephosphorylation and thus results in their inactivation. BR-deficient and -insensitive mutants have, e.g., been identified in *Arabidopsis thaliana*, pea (*Pisum sativum*), tomato (*Lycopersicum solanum*), and rice (*Oryza sativa*) (Clouse and Sasse, 1998; Bishop, 2003; Vert et al., 2005; Clouse, 2011). BR biosynthesis pathways appear to be conserved between *Arabidopsis*, tomato, and pea (Bancoş et al., 2002). Molecular genetic manipulation of BR biosynthesis and signaling has been used to improve crop yield and stress tolerance (Divi and Krishna, 2009). It has been shown that BR mutants in rice and barley have increased grain yield and productivity due to erect leaves and reduced plant height (Chono et al., 2003; Morinaka et al., 2006). Controlling plant architecture and height to obtain miniature ornamental plants has been achieved by co-suppression of genes controlling GA and BR biosynthesis pathways (Xie et al., 2014). Several studies have shown that BRs are required for normal fruit development. For example, BR levels are high in developing fruits of tomato (Montoya et al., 2005). Furthermore, tomato fruit ripening is accelerated by application of BRs, but is delayed by treatment with the BR biosynthesis inhibitor brassinazole (Vidya Vardhini and Rao, 2002; Lisso et al., 2006). In tomato, the BR-deficient *dwarf* mutant shows delayed flowering and fruit ripening. Dry mass content, starch and sugar levels are reduced in *dwarf* tomato fruits, but are rescued by BR application, indicating that BRs are required for normal fruit development in this species (Lisso et al., 2006).

We recently identified the *Arabidopsis thaliana* NAC transcription factor JUNGBRUNNEN1 (JUB1; in the following called AtJUB1) as a further element of the GA/BR control network. More specifically, AtJUB1 suppresses the expression of *GA3ox1* and *DWF4*, two central genes of GA and BR biosynthesis, respectively, by directly binding to their promoters. Furthermore, AtJUB1 directly activates the expression of the DELLA encoding genes *GAI* and *RGL1*. The repression of the phytohormone biosynthesis genes and the activation of the *DELLA* genes leads to an accumulation of DELLA proteins in *AtJUB1* overexpressors and growth characteristics typical of low-GA and low-BR mutants, mediated by the inhibition of cell elongation (Shahnejat-Bushehri et al., 2016). AtJUB1 further inhibits cell elongation by directly suppressing the expression of *PIF4* (Shahnejat-Bushehri et al., 2016).

Here, we report that overexpression of *AtJUB1* in tomato results in GA and BR deficiency phenotypes similar to those observed in *Arabidopsis AtJUB1* overexpressors. Furthermore, we show that AtJUB1 directly regulates the expression of tomato genes orthologous to *GA3ox1*, *DWF4*, *GAI*, and *PIF4* from *Arabidopsis*. Our study thus reveals considerable similarity of the GA/BR-related gene regulatory network controlled by JUB1 across species.

## Materials and Methods

### General

Tomato orthologs of *Arabidopsis* genes were identified using the PLAZA 3.0 database^1^ (Proost et al., 2015). Gene annotations were done using the PLAZA 3.0 and Sol Genomics^2^ database, and information taken from the literature. Quantitative real-time polymerase chain reaction (qRT-PCR) primers were designed using QuantPrime (Arvidsson et al., 2008); only primer pairs giving high PCR amplification efficiencies tested on at least 20 different RNAs isolated from diverse tomato tissues were chosen for the experiments performed here. Sequences of primers used for qRT-PCR and chromatin immunoprecipitation-polymerase chain reaction (ChIP-PCR) are given in **Supplementary Table S1**.

### Plant Material and Growth Conditions

To generate *AtJUB1-OX* tomato plants, *S. lycopersicum* cv. Moneymaker was transformed with the *35S:AtJUB1-GFP* construct previously reported (Wu et al., 2012) by *Agrobacterium*-mediated transformation. Seeds were germinated on full-strength Murashige-Skoog (MS) medium containing 2% (w/v) sucrose in a plant growth cabinet at 22°C, at a 16/8 h light (100–120 mmol photons m^−2^ s^−1^)/dark cycle. Two-week-old seedlings were transplanted to soil (potting and quartz sand; 2:1 [v/v]) and grown in the greenhouse at 25°C under a 16/8 h light (500 mmol photons m^−2^ s^−1^)/dark cycle, in individual pots (18 cm diameter). After transfer to soil, plants were fertilized with 5 g/pot Complesal Perfekt (15% N, 5% P_2_O_5_, 20% K_2_O, 2% MgO, 7% S; Manna, Duesseldorf, Germany); two further fertilizations (with each 4 g/pot) followed when the first flowers opened, and when the first stage B fruits appeared.

### Quantitative Real-Time PCR

Total RNA from frozen powdered tissue (200 mg fruit, or 100 mg leaf) was isolated using Trizol reagent (Life Technologies). cDNA synthesis and qRT-PCR were performed as described (Caldana et al., 2007; Balazadeh et al., 2008). Prior to cDNA synthesis, RNA was treated with DNase (Ambion) to eliminate genomic DNA contamination. Purity of DNase-treated RNA was assessed with intron-specific primers on gene *Solyc01g056340* using qRT-PCR. Prior to gene expression analysis, cDNA quality was determined using GAPDH-3′ and GAPDH-5′ (*Solyc04g009030*) primer pairs. Real-time qPCR was performed with SYBR Green (Applied Biosystems) and gene-specific primers, using an ABI PRISM 7900HT sequence detection system (Applied Biosystems). *GAPDH* served as reference gene for data analysis.

### Chromatin Immunoprecipitation (ChIP)

The chromatin extract was isolated as previously described (Kaufmann et al., 2010) from leaves of mature *AtJUB1-OX* (*35S:AtJUB1-GFP*) plants, and wild type plants served as control. Anti-GFP antibody (Abcam) was used to immunoprecipitate protein–DNA complexes. After protein digestion, DNA was purified by QIAquick PCR Purification kit (Qiagen) and analyzed by qPCR using primers flanking AtJUB1 binding sites in tomato promoters. As a negative control for ChIP-qPCR data analysis, we used a primer pair amplifying the 5′ upstream regulatory region of *Solyc01g090460*, which lacks an AtJUB1 binding site. ChIP-qPCR data were analyzed as described (Wu et al., 2012).

### Microarray Analysis

Total RNA was isolated from *AtJUB1-OX* and wild type fruits at MG and B+7 stages using Trizol reagent and quality-checked as for qRT-PCR experiments. Three μg of quality-checked RNA was processed for transcriptome profiling using GeneChip Tomato Genome Arrays (Affymetrix). Probe preparation and microarray hybridizations were performed by ATLAS Biolabs (Berlin, Germany). Data analysis was performed as in Balazadeh et al. (2010). Expression of differentially expressed genes (transgenic versus wild type) was reassessed by qRT-PCR using RNA isolated from plants of two independent biological experiments. Microarray expression data are available from the NCBI Gene Expression Omnibus (GEO) repository^3^ under accession number GSE87507.

### Profiling of Primary Metabolites by GC–MS

Fruit materials were extracted in 100% methanol at 70°C for 15 min. After centrifugation, the resultant supernatant was dried under vacuum, and the residue was derivatized for 120 min at 37°C (in 50 μl of 20 mg ml^-1^ methoxyamine hydrochloride in pyridine) followed by a 30 min treatment at 37°C with 50 μl of *N*-methyl-*N*-(trimethylsilyl)-trifluoroacetamide (MSTFA). The gas chromatography–mass spectrometry (GC–MS) system used was a gas chromatograph coupled to a time-of-flight mass spectrometer (Pegasus III, Leco). An autosampler system (PAL) injected the samples. Helium was used as carrier gas at a constant flow rate of 2 ml s^−1^ and gas chromatography was performed on a 30 m DB-35 column. The injection temperature was 230°C and the transfer line and ion source were set to 250°C. The initial temperature of the oven (85°C) increased at a rate of 15°C min^−1^ up to a final temperature of 360°C. After a solvent delay of 180 s mass spectra were recorded at 20 scans s^−1^ with m/z 70–600 scanning range. Chromatograms and mass spectra were evaluated by using Chroma TOF 1.0 (Leco) and TagFinder 4.0 software (Roessner et al., 2001; Schauer et al., 2005).

## Results

### Tomato Plants Overexpressing *AtJUB1* Exhibit Morphological Characteristics of GA- and BR-Deficient Mutants

To understand the potential role of the JUNGBRUNNEN1 TF in tomato, we generated transgenic plants (*S. lycopersicum* L. cv. Moneymaker) overexpressing *AtJUB1-GFP* (Wu et al., 2012) under the control of the Cauliflower Mosaic Virus (CaMV) *35S* promoter. We previously showed that the JUB1-GFP fusion protein is fully functional when expressed in plants (Wu et al., 2012). We obtained more than 20 independent transgenic lines and determined the level of *AtJUB1* expression in some of them by qRT-PCR in leaves (**Figure 1A**; lines OX1, OX2, and OX3) and fruits of different developmental stages (**Figure 1B**; OX2; thereafter called *AtJUB1-OX*). The formation of full-length *AtJUB1* transcript in transgenic tomato plants was confirmed by PCR analysis of cDNA of leaves and fruits, using primers specific for *AtJUB1* (**Supplementary Figures S1A,B**). Accumulation of AtJUB1-GFP fusion protein in nuclei of *AtJUB1-OX* tomato leaves was confirmed by confocal microscopy (**Figure 1C**). *AtJUB1-OX* lines displayed distinct morphological changes compared to the Moneymaker wild type (**Figure 2**). Strong *AtJUB1* overexpressors (line OX2) had smaller shoots than wild type and developed smaller leaves (**Figures 2A,B**), while growth was not much reduced in plants moderately overexpressing *AtJUB1*, including OX1 and OX3 (not shown). Furthermore, *AtJUB1-OX* plants developed curly and dark-green leaves, a phenotype not observed in the wild type (**Figure 2C**). Additionally, overexpression of *AtJUB1* in tomato delayed flowering, similar to *Arabidopsis* (Shahnejat-Bushehri et al., 2016). *AtJUB1-OX* tomato plants flowered when the main shoot had ∼13 leaves beneath the first inflorescence compared to ∼9 leaves in the wild type (**Figure 2E**). At the productive stage, *AtJUB1-OX* plants had smaller flowers and fruits than the wild type (**Figures 2F,G**), and fruit development and ripening were delayed. Fruits of *AtJUB1-OX* plants reached the mature green stage (MG) 4 days later than wild type tomatoes (measured as days after pollination) and ripening of *AtJUB1-OX* fruits was delayed by ∼6 days (**Figure 2H**). Upon visual inspection, *AtJUB1-OX* fruits showed reduced pigmentation at the breaker+7d (B+7) stage compared to wild type fruits at the same stage (not shown). Taken together, many of the growth phenotypes observed in *AtJUB1-OX* tomato plants were similar to those of *Arabidopsis* plants overexpressing *AtJUB1*, suggesting that JUB1 controls a similar set of growth-related genes in both species possibly including genes affecting hormone metabolism and signaling (Shahnejat-Bushehri et al., 2016).

**FIGURE 1:**
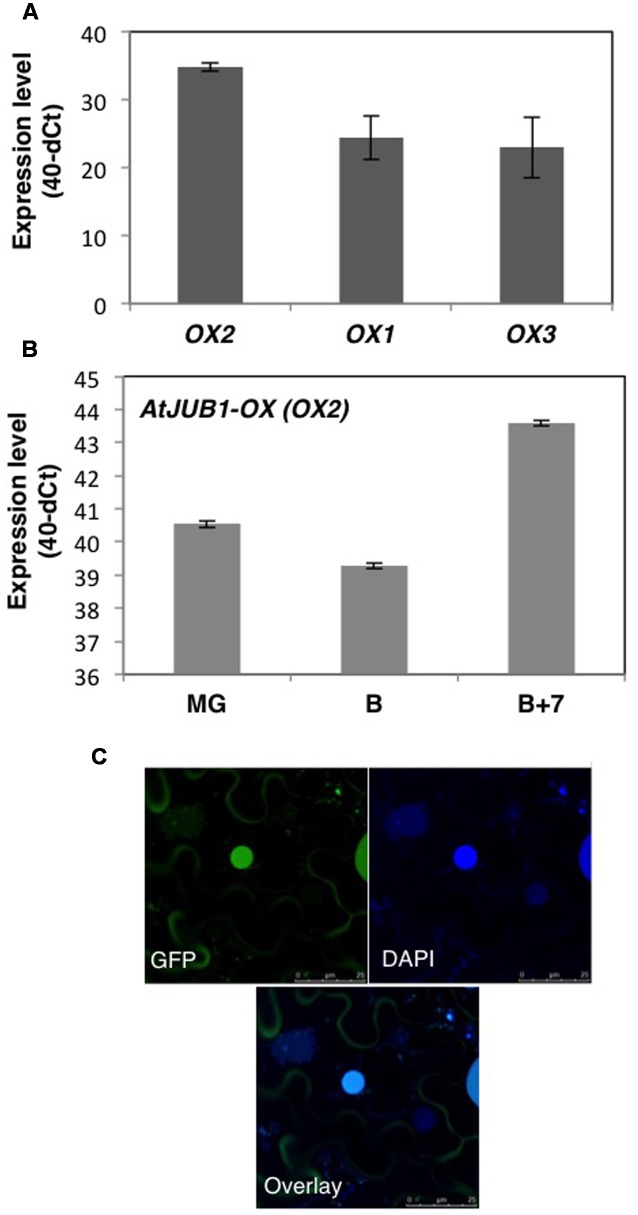
**Analysis of *AtJUB1-OX* transgenic plants. (A)** Expression level of *AtJUB1* in leaves of transgenic lines OX1, OX2, and OX3 compared to wild type (WT). Mean ± SD (*n* = 3). **(B)** Expression of *AtJUB1* in fruits of line OX2 at mature green (MG), breaker (B), and breaker+7d (B+7) stages. Mean ± SD (*n* = 3). For quantitative real-time polymerase chain reaction (qRT-PCR) analysis, values are expressed as the difference between an arbitrary value of 40 and dCt, so that high 40-dCt value indicates high gene expression level. **(C)** Nuclear localization of GFP-tagged AtJUB1 protein in leaves of transgenic tomato plants, imaged by confocal microscopy. Top left, fluorescence microscopy; top right, DAPI staining; bottom, overlay. Some AtJUB1-GFP protein appears to reside in the cytoplasm surrounding the central vacuole, likely due to incomplete nuclear import.

**FIGURE 2:**
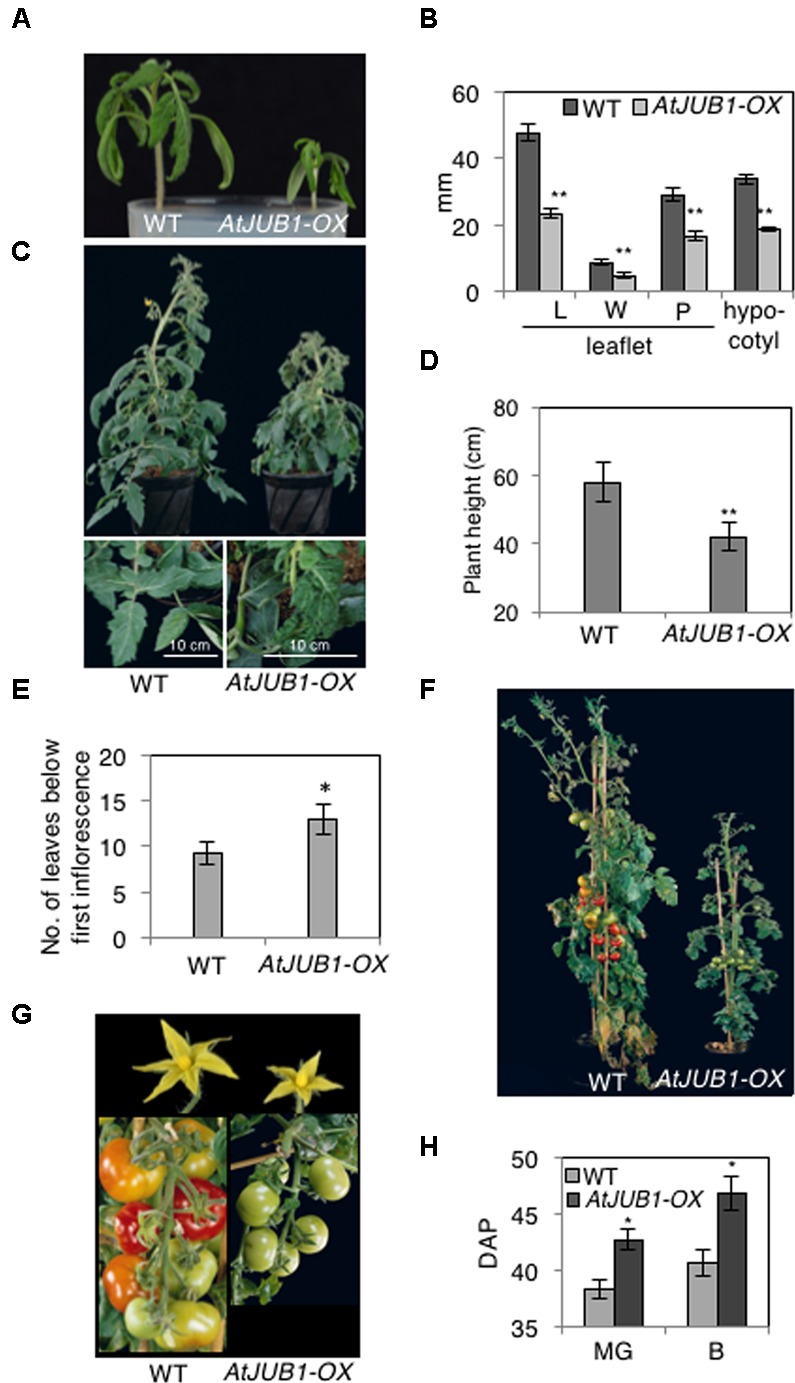
**Phenotype of *AtJUB1-OX* tomato plants at different developmental stages. (A)** Reduced growth in 3-week-old *AtJUB1-OX* transgenic plants strongly overexpressing *AtJUB1*, compared to wild type (WT). **(B)** Leaf parameters: length (L) and width (W) of leaflet blade; petiolule (P) length; hypocotyl length of 3-week-old *AtJUB1-OX* and WT tomato seedlings. Leaf parameters were determined for the two subterminal leaflets of leaf number 1. **(C)** Vegetative growth phenotype of 6-week-old plants and their leaves (lower panel). **(D)** Height of plants. **(E)** Flowering time of *AtJUB1-OX* and WT plants measured by counting the number of leaves on the date that the first inflorescence arose. **(F)** Phenotype of plants at reproductive stage. **(G)** Flowers and fruits of plants shown in **(F)**. **(H)** Fruit ripening was scored in *AtJUB1-OX* plants compared to WT by counting the days after pollination (DAP) to reach the mature green and breaker stages. Data in graphs represent mean ± SD (*n* = 10) and ^∗^*p* < 0.05, ^∗∗^*p* < 0.01 by Student’s *t*-test. Asterisks denote significant differences to WT.

### AtJUB1 Directly Regulates GA- and BR-Related Genes in Tomato

Previously, we reported that AtJUB1 extends longevity, dampens intracellular H_2_O_2_ level, and enhances tolerance to various abiotic stresses partly through direct transcriptional regulation of *DREB2A*, an important TF involved in the response to various abiotic stresses (Sakuma et al., 2006a,b; Wu et al., 2012). Furthermore, AtJUB1 restricts growth and primes plants for stress tolerance in a DELLA-dependent manner by regulating a complex transcriptional module composed of key components of GA and BR pathways. In *Arabidopsis*, AtJUB1 directly suppresses the expression of *GA3ox1* (GA biosynthesis), *DWF4* (BR biosynthesis), and *PIF4* (regulation of cell elongation), but activates the expression of the *GAI* and *RGA* DELLA genes (Shahnejat-Bushehri et al., 2016). Considering the growth phenotypes observed for the *AtJUB1-OX* tomato plants (see above), we tested whether similar genes are targets of AtJUB1 in tomato. First, we checked the expression of tomato orthologs of *Arabidopsis DWF4*, *GA3ox1*, *GAI* and *RGL1* in *AtJUB1-OX* tomato leaves and in fruits at the MG, B and B+7 stages. As shown in **Figure 3A**, expression of the *AtDWF4* tomato orthologs *Solyc02g085360* (denoted *SlDWF4-1* in the following) and *Solyc04g080650* (*SlDWF4-2*) was not altered in fruits of *AtJUB1-OX* fruits at all stages tested, but was strongly reduced in leaves of mature plants compared to wild type. Similarly, expression of the *AtGA3ox1* tomato orthologs *Solyc06g066820* (denoted *SlGA3ox1-1* in the following) and *Solyc03g119910* (*SlGA3ox1-2*) was significantly downregulated in leaves of mature *AtJUB1-OX* plants. Moreover, *SlGA3ox1-1* was lower expressed in fruits of *AtJUB1-OX* plants at the breaker (B) stage, while expression of *SlGA3ox1-2* was decreased in MG and B+7 fruits compared to wild type fruits of the same stage. Interestingly, expression of the tomato DELLA genes *Solyc11g011260* (*SlGAI*) and *Solyc01g009840* (*SlGAI-like*) was slightly and strongly upregulated, respectively, in MG, B and B+7 fruits of *AtJUB1-OX* plants, consistent with the reduced size of the fruits. Expression of *SlGAI* and *SlGAI-like* was not altered in leaves of *AtJUB1-OX* plants relative to wild type. Expression of *Solyc07g043580* (*SlPIF4*), the positive regulator of cell elongation, was strongly suppressed by AtJUB1 in MG and B, but not affected in B+7 fruits or leaves of *AtJUB1-OX* plants.

**FIGURE 3:**
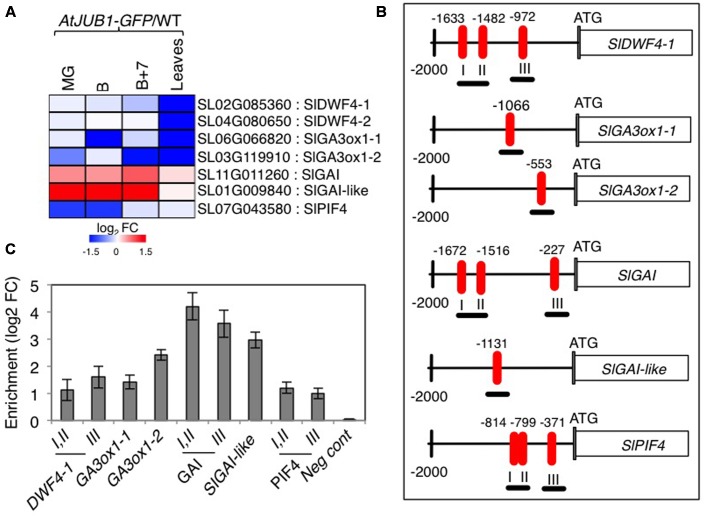
**Direct regulation of GA- and BR-associated genes by AtJUB1. (A)** Heat map showing the expression of orthologs of *Arabidopsis DWF4*, *GA3ox1*, *GAI*, *RGL1*, and *PIF4* in tomato line OX2 at mature green (MG), breaker (B), breaker+7d (B+7) stages and leaves of mature plants compared to wild type (WT). The log_2_ fold change scale is indicated under the heat map. Complete data are given in **Supplementary Table S2**. **(B)** Schematic diagram showing positions of AtJUB1 binding sites (numbered I, II and III if three sites were present) in the promoters of genes orthologous to the AtJUB1 targets in *Arabidopsis*. ChIP amplicons are indicated as black thick underlines. **(C)** ChIP assays showing the direct binding of AtJUB1 to the promoters of *SlDWF4-1*, *SlGA3ox1-1*, *SlGA3ox1-2*, *SlGAI*, *SlGAI-like* and *SlPIF4*. Values were normalized to the values for *Solyc01g090460* (promoter lacking AtJUB1 binding site), as a negative control. Error bars represent mean ± SD (two independent biological replicates, each with three technical replicates). FC, fold change.

The fact that JUB1 regulates orthologous genes in *Arabidopsis* and tomato when overexpressed indicates that this TF obeys a conserved function in plants as part of a complex regulatory network associated with GA and BR pathways. To consolidate this conclusion we next analyzed the promoters of selected GA- and BR-related genes whose expression is affected by *AtJUB1* overexpression (shown in **Figure 3A** and **Supplementary Table S2**), and found that *SlDWF4-1*, *SlGA3ox1-1*, *SlGA3ox1-2*, *SlGAI* and *SlGAI-like* harbor the conserved AtJUB1 binding site (Wu et al., 2012) in their 5′ upstream regulatory regions (**Figure 3B**). An AtJUB1 binding site is also present in the promoter of *SlPIF4* (**Figure 3B**). To test whether AtJUB1 is able to bind to the selected putative target genes in tomato, we performed chromatin immunoprecipitation followed by qPCR using leaves of mature *AtJUB1-OX* plants. Binding of AtJUB1 was observed for all promoters tested, while no binding was detected for a promoter region lacking an AtJUB1 binding site (negative control) (**Figure 3C**). Taken together, our data indicate a direct transcriptional regulation of *SlDWF4-1*, *SlGA3ox1-1*, *SlGA3ox1-2*, *SlGAI*, *SlGAI-like* and *SlPIF4* by AtJUB1 *in vivo*.

### Differentially Expressed Genes in *AtJUB1* Overexpressing Tomato Fruits

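Pericarp RNA of AtJUB1-OX and wild type fruits was hybridized to GeneChip Tomato Genome Arrays, which measure each transcript with a probe set, a group of short oligonucleotides. There were 4 arrays, 1 for each genotype at MG and at B+7, the latter 7 days after breaker. With 1 array per condition there are no replicates, so no test was run and no error between fruits is given. The plants carry 35S:AtJUB1-GFP, and AtJUB1 itself, an Arabidopsis gene, was not analysed on these tomato arrays. Of 63 reporter probe sets on the array, which target sequences common in transgenes, 2 were at least 2-fold higher in AtJUB1-OX at both stages. The brighter of them had log2 signals of 12.04 at MG and 12.23 at B+7 in AtJUB1-OX, against 4.53 and 5.06 in wild type. The dimmer had 8.41 and 8.90 in AtJUB1-OX, against 4.31 and 4.64 in wild type. The tables used here do not pair these probe sets with a reporter gene.
The deposited values are log2 expression values per probe set. The submitters' processing notes name GCRMA and RMA, methods that correct, normalize and summarize probe intensities, without their role or order. The medians were 9.69 for AtJUB1-OX and 9.73 for wild type at MG, and 9.70 and 9.74 at B+7. Across probe sets, Pearson's r between genotypes was 0.981 at MG and 0.988 at B+7, and between stages it was 0.943 in wild type and 0.925 in AtJUB1-OX. The values were used as deposited, and each comparison is a difference of log2 values. After 108 control probe sets were left out, 10101 remained. Of these, 909 carry a gene in the platform annotation of 2007, for 803 genes in all, and 9192 are unnamed here.
Where a gene has several probe sets, the 1 with the highest mean signal stands for it. Among 82 genes with 188 probe sets, the pooled SD between probe sets of the same gene was 0.26 for the genotype difference at either stage. This measure of technical spread leaves out the spread between fruits and errors that the probe sets of a gene share on an array. Among 35 genes with several probe sets above the median signal, this SD was 0.16 at MG and 0.098 at B+7. The bioB spike controls, added at hybridization, differed between genotypes by a median of -0.04 at MG and -0.08 at B+7. Between stages they were higher at B+7 by a median of 0.29 in either genotype. All 21 bioB, bioC and bioD spike probe sets had medians of 0.21 in wild type and 0.19 in AtJUB1-OX. The arrays of the 2 stages thus also differ in these controls, and the cause was not tested. The array's 25S and 17S ribosomal RNA controls were higher in AtJUB1-OX by 1.20 and 0.48 at B+7. The log2 signal of the 3' probe set minus that of the 5' probe set, a measure of RNA integrity, was larger in AtJUB1-OX than in wild type at MG for all 4 control transcripts, with 4.75 against 4.22 for EF1a, 2.95 against 2.68 for ubiquitin, 2.07 against 1.89 for actin and 0.71 against 0.59 for GAPDH. At B+7 the gap in AtJUB1-OX minus that in wild type was 0.039 for EF1a, -0.032 for ubiquitin, -0.097 for actin and 0.013 for GAPDH.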

To identify genes globally affected by AtJUB1 during fruit development and ripening, we compared the transcriptomes of *AtJUB1-OX* and wild type fruits at MG and B+7 stages, using microarray analysis. 

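TLRP, which encodes a tyrosine- and lysine-rich protein, was higher in AtJUB1-OX at MG by a log2 difference of 3.71, the largest among named genes with a signal above the median of all probe sets, and was lower at B+7 (-1.29). Eix1 (1.79) and the homeodomain gene h52 (1.72) were also higher at MG. AAT (-3.38), the invertase gene lin5 (-1.73), PPCK2, a phosphoenolpyruvate carboxylase kinase gene (-1.66), and MTSHP, a mitochondrial small heat shock protein gene (-1.61), were lower at MG, with B+7 differences between 0.04 and 0.30. At B+7, the pathogenesis-related genes PR-P2 (1.14) and CHI17 (1.14) were higher, and TGAS118 (-1.97) and ALPHA-DOX2 (-1.42) were lower. At that stage the 25S and 17S ribosomal RNA controls were higher in AtJUB1-OX by 1.20 and 0.48.
At a 1.5-fold difference, 674 probe sets were higher and 681 lower in AtJUB1-OX at MG, and 357 were higher and 619 lower at B+7. At 2-fold, 310 were higher and 219 lower at MG. The gap between 3' and 5' probe sets was larger in AtJUB1-OX at MG by 0.13 (GAPDH) to 0.53 (EF1a). Removing the trend of the difference with signal by loess gave 838 higher and 501 lower at MG, 62.6% higher against 49.7% with the values as deposited. Both stages shared 90 higher probe sets (23.8 expected from independent lists) and 111 lower ones (41.7 expected). A further 107 were higher at MG and lower at B+7 (41.3 expected), and 38 were lower at MG and higher at B+7 (24.1 expected). The expected numbers take every probe set as equally likely to pass the cut-off. Of 1355 past it at MG and 976 at B+7, only 426 and 243 lay above the median signal. An excess in every direction can come from this unequal spread and need not mean shared or reversed regulation. Across all probe sets, which are not independent replicates, the MG and B+7 differences had a Pearson's r of 0.05 and a Spearman's rho of -0.047. Among those above the median signal r was -0.047 and rho -0.111. The 2 reporter probe sets far higher in AtJUB1-OX at both stages raise the r of 0.05, which was not computed without them.

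**Figure D1:**
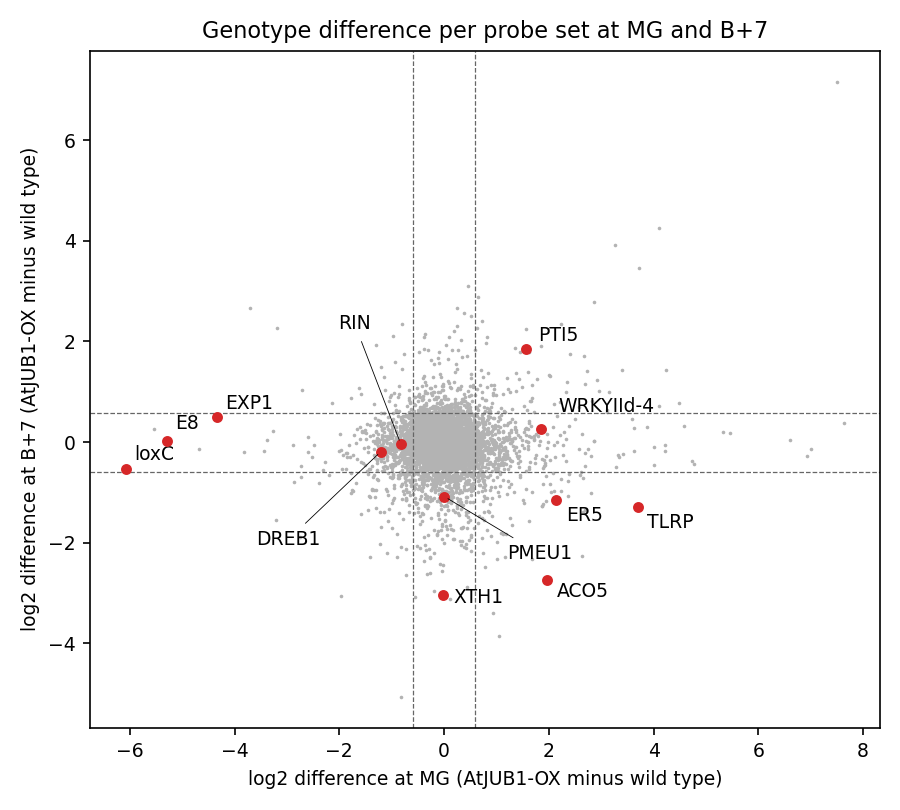
Log2 difference between AtJUB1-OX and wild type at MG (x axis) and at B+7 (y axis) for each of 10101 probe sets (grey points, 1 array per condition). Dashed lines mark 1.5-fold and red points are genes named in the text, such as TLRP at 3.71 and -1.29.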

We selected 92 genes that were differentially expressed in MG and/or B+7 fruits of *AtJUB1-OX* compared to wild type (at a 1.5-fold cut-off in increase or decrease of gene expression) and re-analyzed their expression in additional biological replicates by qRT-PCR, which confirmed altered expression of 60 genes (**Figure 4** and **Supplementary Table S3**). The AtJUB1-regulated genes fall into different functional categories including TFs, cell wall-modifying enzymes, antioxidant enzymes, enzymes involved in flavonoid biosynthesis, and hormone-related genes. 

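Both chalcone synthase genes, CHS1 and CHS2, whose enzyme opens flavonoid biosynthesis, were higher in AtJUB1-OX at B+7, with log2 differences of 1.78 and 2.66, and differed by -0.09 and 0.24 at MG. They were named after their values were seen and are dim, with signals below the median. At MG their signals were from 3.51 to 4.10, near the median of the reporter probe sets (3.49). At B+7 the 25S and 17S ribosomal RNA controls were also higher in AtJUB1-OX, by 1.20 and 0.48. The other 2 of 4 genes listed for flavonoid and phenylpropanoid biosynthesis stayed within 1.5-fold at either stage. Among 8 antioxidant and redox enzyme genes none passed 1.5-fold at either stage. The list's median was 0.03 at MG and 0.13 at B+7, where the catalase genes CAT2 (0.41) and cat1 (0.31) and the ascorbate peroxidase gene APX2 (0.28) had the largest differences.
Among 6 WRKY genes, 1 was higher at MG and WRKYIId-2 (-0.62) was lower at B+7, by under 1.5-fold (-0.58) when each array is centred on its median. Among 8 genes matched to the auxin list by symbol, the Aux/IAA genes IAA17 (2.23) and IAA3 (1.01) were higher at MG. IAA16 (-0.59) was lower at MG, just past 1.5-fold, and falls under it with centring, quantile normalization, loess (-0.45) and the mean of its probe sets. IAA17 was lower at B+7 (-0.74). IAA16 and IAA17 are dim and were named after their values were seen. For the auxin list, the median differences of -0.08 at MG and -0.09 at B+7 lay at percentiles 42.6 and 19.3 of 10000 random lists. These were matched on signal and drawn mostly from unnamed probe sets, so a percentile describes these arrays and is not a p-value. The list counts LeARF1 (-0.34 at MG and -0.03 at B+7) as an auxin gene by its symbol alone, which was not checked. The median and its percentiles may therefore rest on a wrong member. For the differences found on the arrays, the paper measured genes again by qRT-PCR in further biological replicates, and it arranges the 60 genes whose altered expression was found again by their annotated function.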

Among the TFs, *RIPENING INHIBITOR* (*RIN*; *Solyc05g012020*), a MADS-box TF with a key function in fruit ripening, was significantly downregulated in *AtJUB1-OX* tomato fruits at MG stage. Similarly, *ETHYLENE RESPONSE FACTOR H15* (*SlERF.H15*; *Solyc06g050520*), which shows increased expression at the onset of ripening and together with other *ERFs* was suggested to be involved in regulating the ripening process (Liu et al., 2016), was downregulated in *AtJUB1-OX* fruits at MG stage. Furthermore, expression of cell wall-related genes including a pectin esterase family protein (*Solyc06g051960*), a cellulase synthase (*Solyc12g056580*), and expansins (*Solyc06g051800*, *Solyc02g088100*, and *Solyc05g007830*) was reduced in *AtJUB1-OX* fruits. 

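RIN had a log2 signal of 10.56 in AtJUB1-OX and 11.39 in wild type at MG, a difference of -0.83. At B+7 the difference was -0.04. From MG to B+7, RIN was higher by 2.17 in wild type and by 2.96 in AtJUB1-OX. TDR4, a FRUITFULL-like MADS-box gene that acts in ripening, was also lower at MG (-0.69) and near wild type at B+7 (-0.02). NOR, the NAC gene mutated in the non-ripening mutant, differed by -0.61 at MG and 0.51 at B+7. Its MG difference falls under 1.5-fold when each array is centred on its median (-0.57), after quantile normalization (-0.56) and after loess (-0.53).
Of 7 ripening regulators with a probe set, these 3 were at least 1.5-fold lower at MG and none was higher, and at B+7 all 7 stayed within 1.5-fold. TAGL1, another MADS-box regulator of ripening, differed by -0.08 at MG and -0.01 at B+7, and NAC1 by 0.48 and -0.43. The list's median difference was -0.08 at MG, at percentile 16.9 of the random lists. At MG the gap between 3' and 5' probe sets was also larger in AtJUB1-OX, by 0.13 (GAPDH) to 0.53 (EF1a). The 1.5-fold calls of single genes rest on 1 array per genotype and stage.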

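SlERF.H15, which the platform annotation names DREB1, had a log2 signal of 8.45 in AtJUB1-OX and 9.66 in wild type at MG, a difference of -1.21. At B+7 it differed by -0.19. Its signal was higher at B+7 than at MG by 0.55 in wild type and by 1.57 in AtJUB1-OX. Among 11 ethylene response factor genes, SlERF.H15 was lower at MG, while 5 were higher. PTI5, which encodes a factor first found through the resistance kinase Pto, was higher at MG (1.57) and at B+7 (1.85). ERF2 differed by 0.72 at MG and -0.58 at B+7, the latter past 1.5-fold after quantile normalization (-0.60), and JERF3 was higher at MG by 0.59. The remaining ones higher at MG, ERF4 (0.92) and PTI4 (0.94), have signals below the median and were named after their values were seen.
The median difference of the list was 0.48 at MG, at percentile 100 of the random lists, and at B+7 it lay at percentile 47.1. The AtJUB1-OX array at MG also has the larger gap between 3' and 5' probe sets, by 0.13 (GAPDH) to 0.53 (EF1a). SlERF.H15 itself lies just below the median signal of all probe sets.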

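EXP1, the expansin gene that acts in fruit softening, had a log2 difference of -4.34 between AtJUB1-OX and wild type at MG and of 0.49 at B+7. exp18 differed by 0.19 at MG and -0.77 at B+7, and EXP12 by -0.67 and -1.39. Of 12 expansin genes with a probe set, none was at least 1.5-fold higher at either stage, 2 were lower at MG and 6 were lower at B+7. Besides exp18 and EXP12 the latter were EXP5 (-0.77) and the dim EXPA6 (-1.11), EXPA10 (-1.85) and exp9 (-1.92), all named after their values were seen. When the trend with signal is removed, EXP12 at MG falls under 1.5-fold (-0.53) and the dim EXPA10 (0.65) and exp11 (0.64), named after their values were seen, rise past it, so that at MG 2 expansin genes are higher and 1 lower. The pectin methylesterase genes PMEU1, PE1 and PME2.1 differed at B+7 by -1.08, -0.39 and -0.23, and at MG by at most 0.17.
Of 28 genes listed for cell wall modification, 5 were higher and 4 lower at MG, and 2 were higher and 10 lower at B+7. XTH1, a xyloglucan endotransglucosylase gene, was lower at B+7 (-3.03, with -0.03 at MG), as was the β-galactosidase gene TBG6 (-1.61). TBG3, another β-galactosidase gene, was lower at MG (-1.17), and XTH3 was higher at MG (1.11). At B+7 the median of the list was -0.15, at percentile 0.33 of the random lists, and the 25S and 17S ribosomal RNA controls were higher in AtJUB1-OX by 1.20 and 0.48 at that stage. At MG, where the gap between 3' and 5' probe sets was larger in AtJUB1-OX by 0.13 (GAPDH) to 0.53 (EF1a), the median was -0.01, at percentile 77.2. The pectin esterase and cellulose synthase IDs of Table S3 are not paired with a probe set in the tables used here, and exp18 and EXP12 lie below the median signal.

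**Figure D2:**
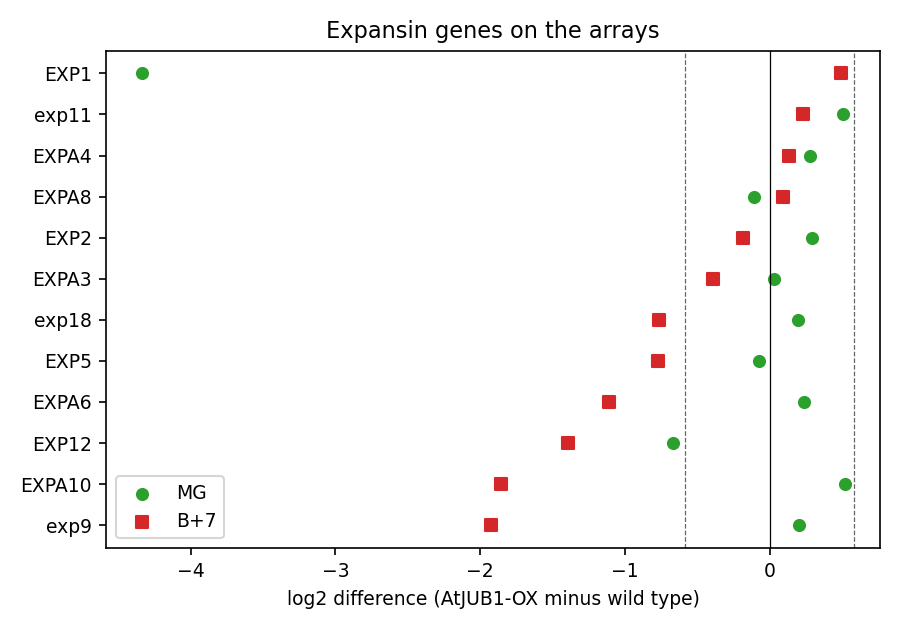
Log2 difference between AtJUB1-OX and wild type (x axis) for 12 expansin genes (y axis) at MG (green circles) and B+7 (red squares), 1 array per condition. Dashed lines mark 1.5-fold; EXP1 at MG lies at -4.34, and at B+7 6 genes lie left of the lower line.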

A group of genes associated with cellular oxidation and peroxidation processes, including several peroxidases (*Solyc01g006300*, *Solyc03g080150*, *Solyc06g076630*), were lower expressed in *AtJUB1-OX* fruits. 

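CEVI-1, a peroxidase gene known from virus-infected tomato, was lower in AtJUB1-OX at both stages, with log2 differences of -0.90 at MG and -2.28 at B+7. It is dim, at 6.24 in wild type and 3.96 in AtJUB1-OX at B+7, and was named after its values were seen. At MG the CEVI-1 signals of both genotypes lay near the median of the reporter probe sets (3.49). Its MG difference therefore says little of transcript level. TPX2 differed by -0.10 at MG and -0.21 at B+7, with a signal of 3.21 averaged over the arrays, close to the lowest values. TPx1, the brightest of the 3 genes matched to the list of peroxidases, differed by 0.09 and 0.02. The 3 peroxidase IDs are not paired with a probe set in the tables used here, so these values are from other genes listed by symbol. Symbols were matched without regard to case, and whether TPx1 belongs to the family of the paper's peroxidases was not checked.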

Peroxidases are considered to affect fruit softening and ripening (Kumar et al., 2016). Expression of *Solyc12g005350*, encoding dihydroflavonol-4-reductase, a key gene in anthocyanin biosynthesis (Holton and Cornish, 1995), is slightly decreased in *AtJUB1-OX*. 

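ACC synthase makes the direct precursor of ethylene and ACC oxidase converts it to ethylene. Among 8 ACS genes with a probe set, 3 were at least 1.5-fold higher in AtJUB1-OX at MG and none was lower, and at B+7 1 was higher and 2 were lower. With each array centred on its median, ACS6 passes 1.5-fold (0.60, against 0.56), which makes 4 higher at MG. ACS2, which is induced in ripening, had a log2 difference of 1.15 at MG and 0.34 at B+7, and ACS4, also induced in ripening, -0.21 and 0.69. ACS1A differed by 2.80 at MG and -1.02 at B+7, and ACS3 by 1.05 and -1.08. Among 3 ACO genes, 1 was higher at MG and 2 were lower at B+7. ACO5 differed by 1.96 at MG and -2.74 at B+7, ACO6 by 0.38 and -0.93, and ACO4 by 0.47 and 0.39.
Over 12 genes of ethylene biosynthesis the median was 0.43 at MG, at percentile 100 of the random lists, and -0.33 at B+7, at percentile 0.01. Besides the ACS and ACO genes this list holds E8, which was lower at MG by the list's largest difference (-5.29) and is its only member at least 1.5-fold lower there. The gap between 3' and 5' probe sets was also larger in AtJUB1-OX at MG, by 0.13 (GAPDH) to 0.53 (EF1a), and at B+7 the 25S and 17S ribosomal RNA controls were higher in AtJUB1-OX by 1.20 and 0.48. Among members above the median signal the B+7 median was 0.02. The receptor genes ETR3 (0.68) and ETR4 (0.93) were higher at MG, as were the dimmer ETR5 (1.06) and ETR6 (1.22), named after their values were seen. ACS1A, ACS3 and ACO5 lie below the median signal, and the ACS and ACO IDs of Table S3 are not paired with a probe set in the tables used here.

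**Figure D3:**
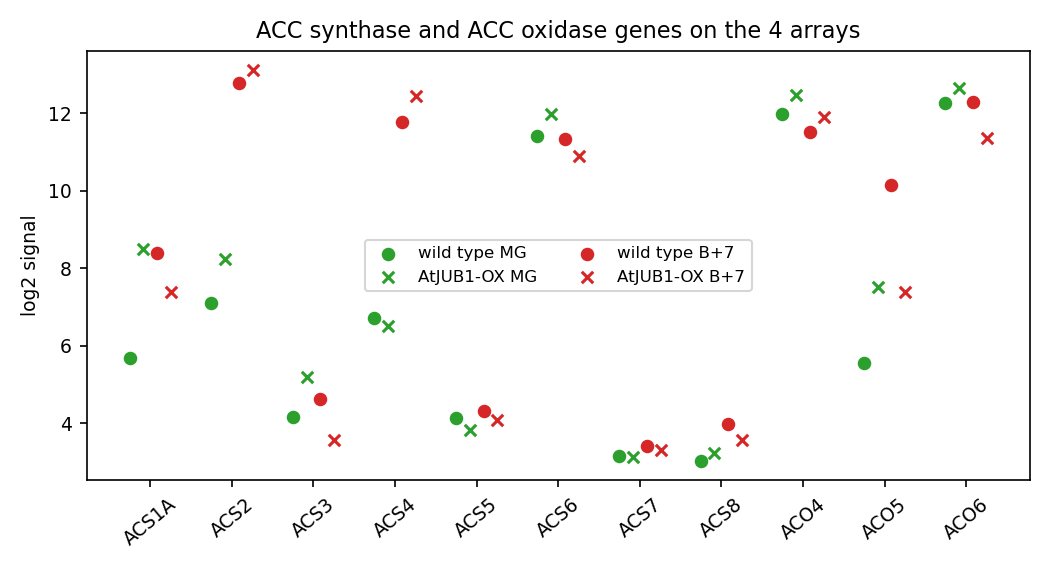
Log2 signal (y axis) of 8 ACS and 3 ACO genes (x axis) in wild type (circles) and AtJUB1-OX (crosses) at MG (green) and B+7 (red), 1 array each. ACO5 at B+7 lies at 10.13 in wild type and 7.39 in AtJUB1-OX.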

Among hormone-related genes, expression of 1-aminocyclopropane-1-carboxylate (ACC) synthase (*ACS*; *Solyc08g081550*) and ACC oxidases (*ACO*; *Solyc02g036350*, *Solyc07g026650*, *Solyc11g072110*) is either not altered or repressed in *AtJUB1-OX* fruits. These genes are known to be involved in ethylene biosynthesis and their expression is induced during fruit ripening (Barry et al., 2000). Moreover, *Solyc02g037550* and *Solyc02g082450*, members of the auxin efflux carrier family, are significantly downregulated in *AtJUB1-OX* fruits at stages MG and B+7. These proteins are involved in the distribution of auxin, a growth hormone controlling many aspects of fruit development and ripening (Gillaspy et al., 1993; Srivastava and Handa, 2005). Next, we searched for the binding site of *AtJUB1* in the promoters of the differentially expressed genes. The absence of the full AtJUB1 binding site in the 5′ upstream regulatory regions of the 60 genes differentially expressed between *AtJUB1-OX* and wild type suggests that AtJUB1 indirectly, e.g., in conjunction with hormonal networks, regulates their expression.

**FIGURE 4:**
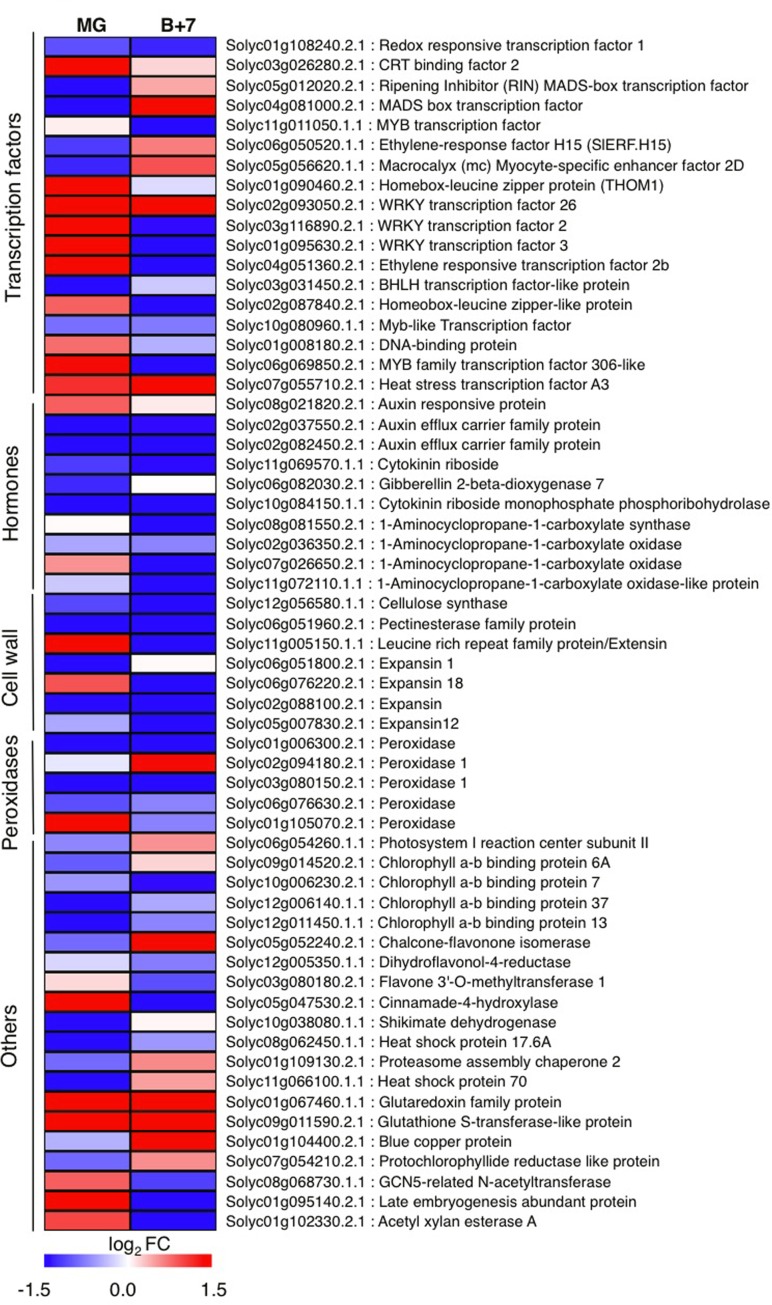
**Quantitative real-time polymerase chain reaction analysis of AtJUB1-regulated genes in tomato fruits.** Heat map showing differentially expressed genes in *AtJUB1-OX* fruits compared to wild type. Means of three experiments are shown; complete data are given in **Supplementary Table S3**. The log_2_ fold change scale is indicated under the heat map. Transcription factors, hormone metabolism-related, cell wall-related and peroxidase categories are shown.

### AtJUB1 Affects Metabolite Profiles in Tomato Fruits

Metabolite profiling was performed on fruits of *AtJUB1-OX* and wild type plants at three independent ripening stages: mature green (MG), breaker (B) and red ripe fruit (B+7). Metabolites were separated and quantified by GC–MS. In total, 54 metabolites were quantified including amino acids, organic acids, sugars and a few miscellaneous compounds. **Figure 5** shows the metabolic changes in the *AtJUB1-OX* line in comparison to wild type, where the relative changes are depicted in blue (decreased) or red (increased) (complete data are given in **Supplementary Table S4**). Thirty-four metabolites out of 54 (∼63%) were significantly increased in the overexpression line compared to the wild type, with similar trends being observed at all three ripening stages. In general, the content of amino acids increased in the overexpression line compared to the wild type. Among these the levels of proline, β-alanine and phenylalanine showed considerable increases being a maximum of 12-, 14- and 7-fold higher in the *AtJUB1-OX* line compared to wild type. However, the greatest change was observed in the gamma-aminobutyric acid (GABA) content which was approximately 34-fold higher in ripe fruit of the *AtJUB1-OX* line compared to wild type fruit at the same stage (B+7). In addition, a marked increase was observed in major organic acids, particularly for glutamic acid (12-fold), aspartic acid (4.8-fold) and pyroglutamic acid (3.6-fold). Among the detected disaccharides, the levels of trehalose and maltose were mostly changed. By contrast, relatively few metabolites decreased in the three ripening stages in the overexpression line compared to wild type with only succinic acid, galactinol and tyramine displaying this behavior, although urea, glycerol, raffinose, glyceric acid and quinic acids were less abundant in the overexpression line compared to wild type in red ripe fruit (B+7).

**FIGURE 5:**
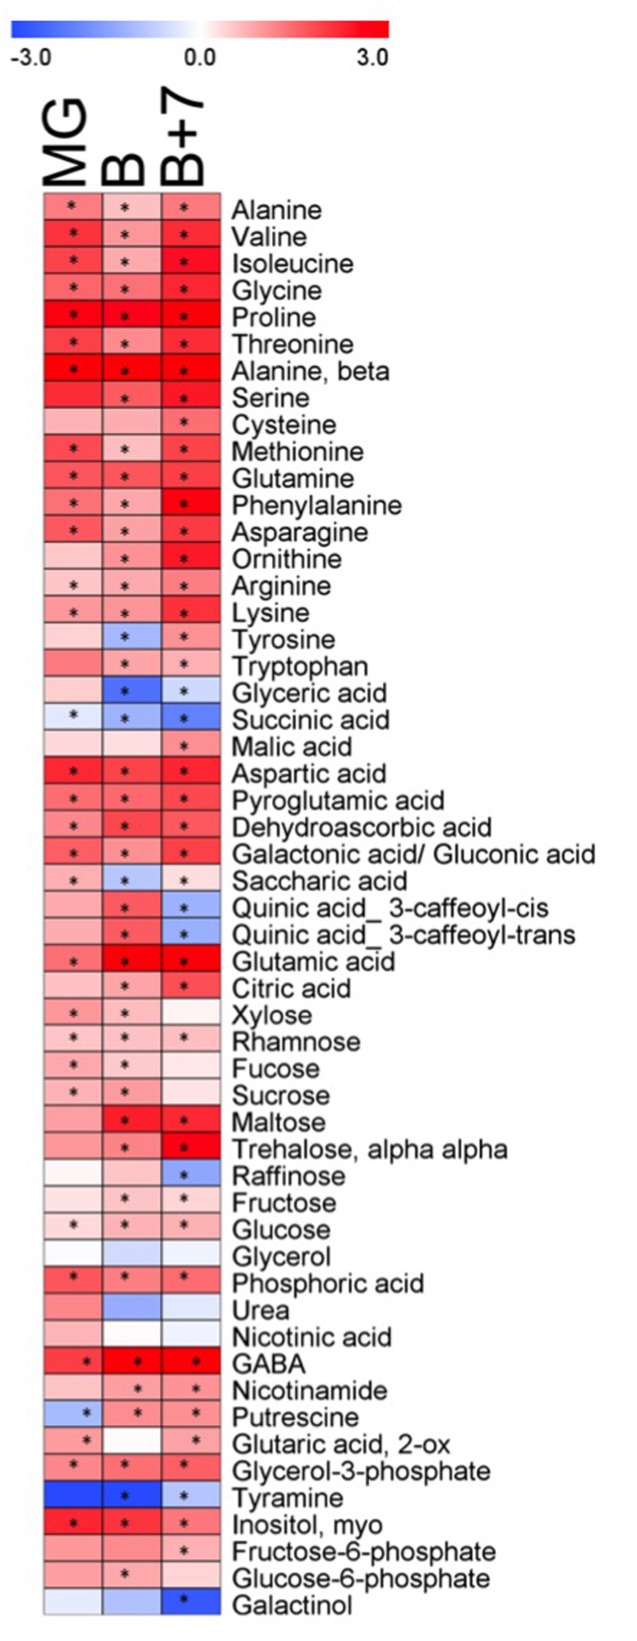
**Heat map showing the metabolite changes in fruits of *AtJUB1-OX* plants in comparison with wild type at three ripening stages.** Mature green fruit (MG), breaker stage (B), and red ripe fruit (B+7) were analyzed. Red or blue indicate that the metabolite content is increased or decreased, respectively. Asterisks denote significant difference (*p* ≤ 0.01, Student’s *t*-test) in *AtJUB1-OX* compared to wild type; complete data are given in **Supplementary Table S4**.

## Discussion

In this study, we characterized the biological function exerted by the *Arabidopsis* NAC transcription factor AtJUB1 (JUNGBRUNNEN1) when expressed in the heterologous plant tomato (*S. lycopersicum* L. cv. Moneymaker). Similar to *Arabidopsis*, overexpression of *AtJUB1* in tomato resulted in reduced plant size, dark-green curled leaves, a delay in flowering, and reduced reproductive organ size compared to wild type (Shahnejat-Bushehri et al., 2016); in addition, fruit growth and ripening was delayed in *AtJUB1-OX* tomatoes. In *Arabidopsis*, *AtJUB1* regulates various growth-related genes by directly binding to their promoters: it represses expression of *GA3ox1* and *DWF4*, which encode key genes of GA and BR biosynthesis, respectively, and of *PIF4*, a growth promoting TF of the bHLH family. In contrast, AtJUB1 activates the expression of the DELLA genes *GAI* and *RGA*, which encode important repressors of growth. Collectively, the transcriptional control exerted by AtJUB1 leads to the characteristic GA- and BR-deficiency phenotypes observed for *AtJUB1* overexpressors, which is associated with a reduction of the levels of bioactive GAs and BRs and an accumulation of DELLA proteins (Shahnejat-Bushehri et al., 2016).

To gain insights into the mechanisms through which AtJUB1 affects growth in tomato, we analyzed genes orthologous to AtJUB1 targets in *Arabidopsis* (*GA3ox1, DWF4, GAI*, *RGL1*, and *PIF4*) in different tissues of *AtJUB1-OX* tomato plants and found that expression of all genes was altered, like in *Arabidopsis* itself.

In *Arabidopsis*, *GA3ox1* encodes a key enzyme involved in the biosynthesis of bioactive GAs, and it is expressed at relatively high levels at all stages of development (Mitchum et al., 2006); *ga3ox1* knockout mutants display a semi-dwarf phenotype due to reduced levels of bioactive GAs (Talon et al., 1990; Chiang et al., 1995). Here, we observed that expression of the *GA3ox1* tomato orthologs, *SlGA3ox1-1* and *SlGA3ox1-2*, was down-regulated in leaves as well as in three fruit developmental stages (MG, B and B+7) of *AtJUB1-OX* plants compared to wild type. The reduced expression of the rate-limiting GA biosynthetic enzymes may lead to lower levels of GA, thus contributing to GA-deficient phenotypes in *AtJUB1-OX* tomatoes similarly to *Arabidopsis* plants overexpressing *AtJUB1* (Shahnejat-Bushehri et al., 2016).

Furthermore, expression of *SlDWF4-1* and *SlDWF4-1*, orthologs of the *Arabidopsis DWF4* gene, was strongly reduced in leaves of *AtJUB1-OX* tomatoes, sharing this behavior with the repression of *DWF4* by AtJUB1 in *Arabidopsis* (Shahnejat-Bushehri et al., 2016). *DWF4* encodes a sterol C-22 α-hydroxylase that catalyzes a rate-limiting step in BR biosynthesis (Choe et al., 1998, 2001; Kim et al., 2006; Divi and Krishna, 2010); its reduced expression in tomato may contribute to the BR-deficiency growth characteristics observed.

Additionally, elevated expression was observed for the DELLA genes *SlGAI* and *SlGAI-like* in *AtJUB1-OX* fruits compared to wild type in the three developmental stages tested. While DELLA proteins are encoded by five genes in *Arabidopsis* (*GAI*, *RGA*, *RGL1*, *RGL2*, and *RGL3*) (Achard and Genschik, 2009), two DELLAs, namely SlGAI (identical to SlDELLA; Martí et al., 2007) and SlGAI-like, are encoded by the tomato genome (as deduced from the PLAZA 3.0 web database; Proost et al., 2015), and were analyzed here. GA promotes plant growth by removing DELLA proteins, whereas at low GA levels DELLAs accumulate and repress growth by directly inactivating several TFs including PIF4, a positive regulator of cell elongation (De Lucas et al., 2008; Feng et al., 2008; Arnaud et al., 2010; Leivar and Quail, 2011). In *Arabidopsis*, we found that AtJUB1 directly up-regulates *DELLA* genes thereby promoting their accumulation. Additionally, AtJUB1 represses the expression of *PIF4*, which further restricts cell elongation (Shahnejat-Bushehri et al., 2016). Similarly, reduced *SlPIF4* expression was evident in MG and B stage fruits of *AtJUB1-OX* tomato plants compared to wild type. Activation of *DELLA*s and repression of *SlPIF4* by AtJUB1 may contribute to the smaller fruit size of *AtJUB1-OX* plants.

In addition to the differential expression of GA-/BR-related genes in tomato upon *AtJUB1* overexpression, the presence of the AtJUB1 binding site in their 5′ upstream regulatory regions and the presence of an *AtJUB1* ortholog in the tomato genome and other plants (with in most case one predicted ortholog, see PLAZA 3.0^1^) strongly argue for a JUB1 regulatory network that has a similar architecture and function in *Arabidopsis* and tomato, and likely other plants. In support of our hypothesis, ChIP-qPCR revealed a significant enrichment of promoter regions of all tomato GA- and BR-related gene orthologous to the AtJUB1 targets in *Arabidopsis*, while no enrichment was detected for a promoter region lacking an AtJUB1 binding site.

Additionally, we were interested in understanding the molecular mechanisms associated with the delay of fruit ripening in *AtJUB1-OX* plants. Toward this end, we performed transcriptome analysis of *AtJUB1-OX* and wild type fruits at MG and B+7 stages. 

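PPCK2 and vis1, a small heat shock protein gene, were among the named genes with the largest increase from MG to B+7 in both genotypes, PPCK2 by 3.74 in wild type and 5.66 in AtJUB1-OX on the log2 scale, and vis1 by 3.50 and 5.89. GP1 and the lipoxygenase gene LOX1.1 were lower at B+7 in both, GP1 with -4.52 in wild type and -5.59 in AtJUB1-OX, and LOX1.1 with -3.65 and -4.09. PsbQ and psaD, which encode photosystem subunits, differed by -2.79 and -2.49 in wild type and by -2.59 and -1.38 in AtJUB1-OX.
At 1.5-fold, 1407 probe sets were higher and 1432 lower at B+7 than at MG in wild type, and 1933 were higher and 1699 lower in AtJUB1-OX. At 2-fold more were lower than higher in both, with 660 higher and 856 lower in wild type and 791 and 1057 in AtJUB1-OX. Of those past 1.5-fold, 930 were higher in both genotypes (269 expected from independent lists), 1101 were lower in both (241 expected) and 76 went in opposite directions. The ripening changes of the 2 genotypes had a Pearson's r of 0.78 across probe sets and a Spearman's rho of 0.69. The SD of the change was 0.95 in wild type and 1.09 in AtJUB1-OX. For these changes the pooled SD between probe sets of a gene was 0.61 in wild type and 0.74 in AtJUB1-OX. Both exceed the 1.5-fold cut-off (log2 0.58). Among genes with several probe sets above the median signal it was 0.24 and 0.26. From MG to B+7 the gap between 3' and 5' probe sets fell in AtJUB1-OX for every control transcript. In wild type it fell for EF1a and ubiquitin and rose for actin and GAPDH. Arrays of different stages also differ in the bioB spike controls, so part of these changes may be technical, which was not tested.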

Genes differentially expressed in *AtJUB1-OX* fruits compared to wild type encode TFs, genes involved in ethylene synthesis or signaling, cell wall modification, flavonoid biosynthesis, peroxidases, and others. 

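loxC, a lipoxygenase gene of flavour volatile synthesis, and E8, an ethylene-responsive ripening gene, had log2 differences of -6.07 and -5.29 between AtJUB1-OX and wild type at MG. At B+7 the differences were -0.53 and 0.02. From MG to B+7, loxC was higher by 1.53 in wild type and 7.06 in AtJUB1-OX, and E8 by 0.82 and 6.13. Psy1, the phytoene synthase gene of fruit carotenoid synthesis, differed by -0.47 at MG and -0.08 at B+7 on its brightest probe set, and by -0.096 at MG as the mean of its 3 probe sets. LOXB, another lipoxygenase gene, was lower at MG (-0.63). PG2, the fruit polygalacturonase gene, was higher at MG (2.33, with signals of 6.32 and 3.98) and differed by 0.07 at B+7. It lies just below the median signal and was named after its values were seen.
The list of 20 established ripening-induced genes was added after results had been seen, so its percentiles are no independent evidence. Of these genes, 10 were lower (9 with centring, quantile normalization or loess) and 5 higher in AtJUB1-OX at MG. At B+7 Man4 (-0.85) was lower and ACS4 higher, Man4 being named after its value was seen. The list's median was -0.54 at MG (percentile 0 of the random lists) and 0.01 at B+7 (percentile 60.9). In AtJUB1-OX at MG the gap between 3' and 5' probe sets was also larger, by 0.13 (GAPDH) to 0.53 (EF1a). From MG to B+7, 18 of the genes were higher in wild type and 18 in AtJUB1-OX.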

Of note, expression of several ethylene-related ripening genes such as *ACS* (ACC synthase) and *ACO* (ACC oxidase), *MADS-RIN*, and *SLERF.H15*, among others, was repressed in *AtJUB1-OX* tomatoes. Tomato is a climacteric fruit that requires an ethylene burst for normal fruit ripening (Alexander and Grierson, 2002). In fruits of several species, including, e.g., tomato and melon, inhibition of key enzymes of ethylene biosynthesis (ACO and ACS) by antisense RNA leads to strong delay in ripening, demonstrating the requirement of ethylene in the process (Oeller et al., 1991; Picton et al., 1993; Ayub et al., 1996). With respect to TFs, the MADS-box protein RIPENING INHIBITOR (RIN) has been particularly well-characterized. It exerts its function in fruit ripening by directly regulating the expression of genes involved in ethylene production, lycopene accumulation, chlorophyll degradation, among several other physiological processes (Fujisawa et al., 2013). Ripening is completely abolished in the *rin* mutant (Vrebalov et al., 2002).

Apart from *ACS* and *ACO*, a *PECTIN ESTERASE* gene (*Solyc06g051960*) is repressed in *AtJUB1-OX* fruits compared to wild type; similarly, several pectin esterase encoding genes are repressed in the *rin* mutant during fruit ripening (Kumar et al., 2016). The absence of the AtJUB1 binding site in the promoters of the ripening-related genes, however, indicates indirect regulation by AtJUB1; the details of the mechanisms that underlie this regulation are currently unknown.

With respect to metabolites, in general, similar significant changes were found in *AtJUB1 Arabidopsis* and tomato overexpressors: 67 and 63% of the metabolites detected were significantly different between wild type and overexpression lines, respectively. However, here (in tomato *AtJUB1* overexpressors) the relative changes were much higher than what we previously reported in *Arabidopsis AtJUB1* overexpressors (Wu et al., 2012). In tomato, 44 out of 53 metabolites were significantly increased and nine decreased at least in one developmental stage. On the other hand, in *Arabidopsis AtJUB1* overexpressors 21 metabolites were significantly increased and 17 decreased compared to wild type (**Table 1**). Comparing the metabolite changes indicates that 20% of the metabolites (nine increased and two decreased) overlapped and were significantly different in *AtJUB1* overexpression plants compared to wild type, in both, tomato and *Arabidopsis*. On the other hand, 17 metabolites (34%) found to be significantly different between overexpression and wild type plants showed different behaviors in tomato and *Arabidopsis*.

**Table 1:** Summary comparing the number of metabolites in *Arabidopsis* and tomato *AtJUB1* overexpression lines.

	Tomato	*Arabidopsis*
Number of metabolites	53	51
Significantly increased	44	21
Significantly decreased	9	17
Significant overlap – increased	9	
Significant overlap –decreased	2	
Significantly changed in both, but in different directions	17	

In tomato *AtJUB1* overexpressor plants proline showed one of the most drastic increases in overexpression lines at all developmental stages, which increased up to 12-fold higher than in the wild type. We made a similar observation in *Arabidopsis AtJUB1* overexpression plants where proline was increased up to twofold compared to wild type (Wu et al., 2012). Proline is known to be involved in the response to various environmental stresses. Among other metabolites that showed significant changes and similar trends to proline are trehalose, malic acid, and citric acid.

Another metabolite that had strongly increased levels in fruits of tomato *AtJUB1* overexpressors compared to wild type fruits is GABA, which was 4-, 8-, and 34-fold higher in the MG, B and B+7 stages, respectively (**Figure 5** and **Supplementary Table S4**). In wild type fruits GABA levels accumulate before the breaker stage, but shortly thereafter GABA is rapidly catabolized (Akihiro et al., 2008), most likely to support the high respiratory demand of later stages of fruit development. The fact that GABA content remains elevated in *AtJUB1* overexpressors is in accordance with the delayed fruit ripening observed in these plants. The biological function of GABA in tomato fruits is not well-known, but may include the regulation of pH to prevent cellular acidification during fruit development when organic acids are synthesized, or help to maintain glutamate import from source organs by converting it to GABA (through the action of glutamate decarboxylase) (reviewed in Takayama and Ezura, 2015). The high accumulation of glutamate (9- and 12-fold in B and B+7 fruits, respectively; **Supplementary Table S4**) in *AtJUB1* overexpressors compared to wild type supports this conclusion. Alternatively, GABA, which functions in defense against pests and pathogens might protect the immature seeds in developing fruits (Takayama and Ezura, 2015).

Also strongly elevated in *AtJUB1* overexpressor fruits throughout all developmental stages is β-alanine (10- to 14-fold higher than in wild type; **Figure 5** and **Supplementary Table S4**). Typically, β-alanine decreases during tomato fruit ripening (Carrari et al., 2006); the fact that its level remains high in *AtJUB1* overexpressors even at later stages of fruit development is also in accordance with the delayed ripening observed in these plants.

In addition, among the few metabolites showing a significant decrease in overexpression lines in tomato *AtJUB1* plants, raffinose (0.4-fold) and galactinol (0.2-fold), these metabolites decreased up to 0.6-fold and 0.2-fold in *Arabidopsis* overexpression plants compared to wild type, respectively. In contrast to *Arabidopsis AtJUB1* overexpression lines, some organic acids, in particularly glyceric acid and succinic acid, showed a significant decrease in the tomato *AtJUB1* plants (0.7- and 0.2-fold, respectively) compared to wild type. Succinic acid is a breakdown product of GABA and indeed is mobilized to augment flux through the TCA cycle (Studart-Guimarães et al., 2007); the low level of succinic acid in the presence of high GABA concentration (see above) indicates a reduced conversion of GABA to succinic acid in *AtJUB1* overexpressor fruits compared to wild type fruits.

An accumulation of GABA levels was previously observed in fruits of transgenic tomato plants in which expression of GABA transaminase (GABA-T) was suppressed by RNA interference. GABA-T converts GABA to succinic semialdehyde which is then further metabolized to succinic acid by succinic semialdehyde dehydrogenase. Interestingly, inhibition of *GABA-T* led to plant dwarfism, concomitant with the over-accumulation of GABA (Koike et al., 2013), similar to the metabolic and growth phenotypes we observed here for *AtJUB1* overexpressors. In addition, the excessive accumulation of GABA may negatively affect cell elongation (Renault et al., 2011), leading to the dwarfed phenotype of plants strongly overexpressing *JUB1*.

Taken together, we show here that the NAC TF JUNGBRUNNEN1, which we previously reported to control key elements of the GA/BR metabolism and signaling network in *Arabidopsis thaliana* (Shahnejat-Bushehri et al., 2016), exerts a similar control over orthologous genes in tomato. A key observation of our study is that in both plants, AtJUB1 negatively controls the expression of growth promoting genes (*GA3ox1*, *DWF4*, and *PIF4*), while it positively regulates the expression of growth repressing genes (*DELLAs*). This finding suggests that other, as yet unknown elements of the JUNGBRUNNEN1 growth control module are considerably conserved between species. Interestingly, *JUB1* is a single-copy gene in most sequenced plant genomes, including dicots and monocots, with only few exceptions; e.g., two *AtJUB1* orthologs are reported by PLAZA 3.0 for maize (*Zea mays*), poplar (*Populus trichocarpa*) and soybean (*Glycine max*), while three orthologs are reported for field mustard (*Brassica rapa*). The multiple regulatory roles that JUB1 exerts on central components of GA- and BR-related metabolism and signaling, which is key to the control of plant growth, suggests that JUB1 activity is finely tuned during growth and in different organs. Future research should focus on identifying further control elements of the JUB1 module in *Arabidopsis* and other species.

## Author Contributions

SB and BM-R conceived the idea for the study and supervised the work. SB and BM-R wrote the manuscript, with contributions from SS-B and AA. SS-B, AA, and NM performed the phenotype analysis; VT performed the confocal imaging; AA, NM, and VT performed the expression profiling; SS-B performed the ChIP-PCR experiments. SA and AF performed the metabolite profiling and analyzed the respective data.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Footnotes

1 http://bioinformatics.psb.ugent.be/plaza/

2 https://www.solgenomics.net/

3 https://www.ncbi.nlm.nih.gov/geo/

## Supplementary Material

FIGURE S1 ***AtJUB1* transcript in transgenic tomato plants. (A)** Presence of full-length *AtJUB1* transcript (arrow) in leaves of transgenic plants *OX1*, *OX2* and *OX3*, confirmed by PCR using primers specific for *AtJUB1*. **(B)** Presence of *AtJUB1* transcript in fruits and leaves of *AtJUB1-OX* (= OX2) tomato plants (arrow). Samples were taken from fruits of different developmental stages (MG, B, B+7). As expected, no *AtJUB1* transcript is detected in wild type tomato plants (WT).

TABLE S1 **List of primers**.

TABLE S2 **Expression of GA- and BR-associated genes**.

TABLE S3 **Gene expression in tomato fruits**.

TABLE S4 **Primary metabolites**.

# Supplementary material for: Arabidopsis NAC Transcription Factor JUNGBRUNNEN1 Exerts Conserved Control Over Gibberellin and Brassinosteroid Metabolism and Signaling Genes in Tomato
**Source:** Front Plant Sci. 2017 Mar 7;8:214. doi: 10.3389/fpls.2017.00214
**Supplement:** TABLE S2 — Expression of GA- and BR-associated genes.

**Supplementary Table 2: Expression of GA- and BR-associated genes.**

**Data of Figure 3a.**

**qRT-PCR analysis of GA- and BR-associated genes regulated by AtJUB1 in tomato fruits and leaves.** Transcript ratio (log_2_ fold change) of orthologues of *Arabidopsis DWF4*, *GA3ox1*, *GAI,* *RGL1* and *PIF4* in line 24 at mature green (MG), breaker (B), breaker+7d (B+7) stages and leaves of mature plants compared to wild type (WT). All values are the mean of three independent experiments ± SD. Asterisks indicate significant differences between *AtJUB1* transgenic and WT plants. (**P* < 0.05, Students *t-*test).

| **AGI: Gene name** | MG | B | B+7 | Leaves |
| --- | --- | --- | --- | --- |
| SL02G085360 : DWF4-1 | -0.083±0.3 | -0.14±0.4 | -0.36±0.3 | -2.04±0.4* |
| 8SL04G080650 : DWF4-2 | -0.09±0.3 | -0.01±0.2 | -0.03±0.2 | -2.97±0.5* |
| SL06G066820 : GA3ox1-1 | -0.11±0.2 | -1.71±0.3* | -0.23±0.2 | -6.19±0.7* |
| SL03G119910 : GA3ox1-2 | -0.75±0.2* | -0.10±0.2 | -1.47±0.4* | -7.23±0.8* |
| SL11G011260 : GAI | 0.56±0.1* | 0.51±0.4 | 0.84±0.2* | 0.17±0.2 |
| SL01G009840 : RGL1-2 | 5.37±0.6* | 2.56±0.5* | 3.58±0.6* | 0.05±0.2 |
| SL07G043580 : PIF4 | -1.21±0.3* | -1.24±0.3* | -0.16±0.3 | -0.10±0.2 |

# Supplementary material for: Arabidopsis NAC Transcription Factor JUNGBRUNNEN1 Exerts Conserved Control Over Gibberellin and Brassinosteroid Metabolism and Signaling Genes in Tomato
**Source:** Front Plant Sci. 2017 Mar 7;8:214. doi: 10.3389/fpls.2017.00214
**Supplement:** TABLE S3 — Gene expression in tomato fruits.

**Supplementary Table 3: Gene expression in tomato fruits.**

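Table S3 gives qRT-PCR values, log2 ratios of transcript level in AtJUB1-OX fruits to wild type at MG and B+7, with the SD over independent experiments and an asterisk where a Student's t-test found a difference. WRKYIId-4, which the table lists as WRKY transcription factor 26, had an array difference of 1.86 at MG and 0.27 at B+7. THOM1 had array differences of 1.80 and 0.22, and LEA14, a late embryogenesis abundant protein gene, 0.42 and -0.11, within 1.5-fold at both stages. The paper chose its genes at that cut-off, so the pairing of LEA14 with this probe set is uncertain. Of the table's 60 genes, 8 were paired with a probe set by name and chromosome, and each has a value at both stages.
The array difference had the sign of the qRT-PCR value in 13 of 16 comparisons, which are pairs of values of the same 8 genes on the same arrays. At MG this held for 8 of 8 genes (exact 95% binomial interval from 63.1% to 100%) and at B+7 for 5 of 8 (from 24.5% to 91.5%), with intervals that treat genes as independent. It held for all 11 values that carry an asterisk, and without LEA14 for 11 of 14 values. In Table S2 the signs were equal in 2 of 6 values of 3 genes, GA3ox1, 3OH-2 and GAI, all dim and the first pair near background. The paper selected the genes of Table S3 on its arrays, so the array values are not independent of it. Table S3 also holds only genes whose altered expression was found again by qRT-PCR, which favours equal signs in advance. The shares and intervals for Table S3 therefore do not measure how well arrays and qRT-PCR match in general.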

**Data of Figure 4. qRT-PCR analysis of AtJUB1-regulated genes in tomato fruits.** Transcript ratio (log_2_ fold change) of genes differentially expressed in *AtJUB1-OX* fruits compared to wild type (WT). MG, mature green; B+7, breaker+7d. All values are the mean of three independent experiments ± SD. Asterisks indicate significant differences between *AtJUB1* transgenic and WT plants. (**P* < 0.05, Students *t-*test).

How the deposited data were processed for this re-analysis (not part of the article)

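Expression in fruit pericarp of AtJUB1-OX and wild type tomato was measured on 4 GeneChip Tomato Genome Arrays, 1 for each genotype at MG and B+7. The authors deposited log2 expression values per probe set that were already background-corrected, normalized between arrays and summarized. GCRMA and RMA are named in the submitters' processing notes, and their versions, roles and order are not given in the sources used here. The conditions were taken from the sample labels and the paper. With 1 array per condition no test was run, and the number of arrays limits the precision.
The file holds 10209 probe sets. The 108 control probe sets whose IDs start with AFFX were left out, and 10101 were analysed. The 63 reporter probe sets are not among those controls and stayed in the counts. Gene names came from the platform annotation of 2007, which gives 1 gene for 909 probe sets, and 885 of these were matched to the RefSeq gene table of assembly SLM_r2.1, used for names only. Of the named probe sets, 166 carry a bare locus number. The remaining 9192 probe sets have no name here.
Each comparison is a difference of log2 values, taken as deposited: AtJUB1-OX minus wild type at MG and at B+7, and B+7 minus MG in each genotype. Probe sets were counted at the paper's 1.5-fold cut-off. The overlap expected of independent lists is the product of the list sizes divided by the number of probe sets. It takes every probe set as equally likely to pass the cut-off. A gene with several probe sets is represented by the 1 with the highest mean over the arrays. Dim means a mean over the arrays below the median of all probe sets, 9.70, which leaves 5050 above it.
Genes were grouped in 29 lists, of which 24 had at least 3 measured genes. A list's median was placed among 10000 random lists of the same size, matched on 20 bins of mean signal, which describes these arrays only. They were drawn from all probe sets except those of the list's genes, so mostly from the 9192 unnamed ones, with the reporters included. The plan spoke of probe sets of genes not in the list. A draw from named genes alone was not run, so a percentile may partly reflect how named genes differ from unnamed probe sets. The named genes are those the paper names that a table pairs with a probe set, the 10 largest increases and 10 largest decreases at each stage, the 5 largest of each per ripening comparison, and up to 4 members of each list with the largest difference. Except for the genes of the paper, these had to lie above the median signal and carry a symbol, which left 385 genes. Genes in the text that meet neither part were named after their values were seen. The qRT-PCR values of Tables S2 and S3 had been read when this rule was written. The lists, this rule and the main alternatives were chosen before the data were examined.
The correlations of each stage with the mean ripening change and their loess version were added after the files had been opened, before their values were seen. Chosen after the data were seen were 6 further lists, the other alternatives of those correlations, the sign tally without LEA14, the counts within lists under the alternatives, the tolerance of 0.1 for correlations, the sets of probe sets with an at least 4-fold ripening change, the look at reporter and unnamed probe sets, and the comparison of chromosomes when genes of the paper were paired with probe sets. Punctuation was ignored when symbols were matched. The correlations between arrays and the spike controls had been looked at before the tests in the closing section were set out. The rule for reading the MG correlation was made stricter after its value was seen, so that a value within the range of the related correlations decides nothing.
Of the genes of Table S3, 8 of 60 were paired with a probe set by symbol or synonym and chromosome, and of Table S2, 3 of 7. Genes whose chromosome differed were not used. The exact binomial interval is given at 95%.
The alternatives were centring each array on its median, quantile normalization in limma, removal of the trend with signal by loess with a span of 0.3, probe sets above the median signal alone, a floor at the 25th percentile (log2 7.34), a 2-fold cut-off, 1 value per gene, the mean of all probe sets of a gene, and Spearman's in place of Pearson's correlation. The counting was tested on simulated data for the MG comparison with 10101 probe sets and a noise SD of 0.1 per array, where 200 of 200 probe sets changed 2-fold were recovered and 0 unchanged ones were called, as such low noise makes nearly certain. With noise that gives a difference an SD of 0.26, the spread measured between probe sets of a gene at MG, 189 of 200 were recovered and 239 unchanged ones were called. This noise was equal at every signal and leaves out errors that the probe sets of a gene share on an array. The 239 are therefore no estimate of false calls in the data.
Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 were used.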

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

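No test of these differences was possible, and the genes were picked out after their values were seen. They are 8 listed or named genes that were at least 2-fold higher in AtJUB1-OX at MG and at least 2-fold lower at B+7. With 1 array per condition, the difference between the stages was not tested.
TLRP had a log2 difference of 3.71 at MG and -1.29 at B+7, with signals of 13.03 and 9.33 in AtJUB1-OX and wild type at MG, and 7.81 and 9.10 at B+7. ER5, an ethylene-responsive fruit gene, had 2.13 at MG and -1.15 at B+7. TBG5, a β-galactosidase gene, had 1.52 and -1.22. These 3 genes lie above the median signal.
The other 5 lie below it. ACO5 had 1.96 at MG and -2.74 at B+7, ACS1A had 2.80 and -1.02, and ACS3 had 1.05 and -1.08, the last with signals of at most 5.20. For yfe37 the differences were 2.63 and -2.26, and for LAPA1, a leucine aminopeptidase gene of the wound response, 1.51 and -1.16. Over all probe sets, 28 were past 2-fold in this way and 8 in the opposite way.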

How the results depend on the processing

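Chosen after the data were seen were loess for the correlations, all alternatives of the correlations of each stage with the ripening change, those of the 6 added lists, the counts within lists, and the sign tally without LEA14. No gene value or list median of at least 1.5-fold changed sign. The arrays carry no replicate numbers to pair by, and with 1 array per condition none was left out. A genotype difference taken over both stages would have the change between stages as its only error, and was not tested. Among probe sets above the median signal, 250 were higher and 176 lower at MG, 60 and 183 at B+7, 574 and 487 with ripening in wild type, and 655 and 653 with ripening in AtJUB1-OX. At both stages 18 were higher and 12 lower, 34 were higher at MG and lower at B+7, and 3 the reverse. At a 2-fold cut-off, 310 were higher and 219 lower at MG, 123 and 239 at B+7, 660 and 856 with ripening in wild type, and 791 and 1057 in AtJUB1-OX. At both stages 32 were higher and 19 lower, 28 were higher at MG and lower at B+7, and 8 the reverse. These smaller counts follow from fewer probe sets or a stricter cut-off, but the balance of higher and lower also turns: more probe sets were lower than higher with ripening in AtJUB1-OX at 2-fold, and more were higher than lower in wild type above the median signal and with quantile normalization (1444 and 1428), and at MG under every alternative except 1 value per gene. At MG, centring gave 753 higher and 600 lower, and quantile normalization 732 and 605. With a floor at the 25th percentile, 461 were higher and 405 lower at MG, and 179 were higher and 362 lower at B+7; the cause was not tested.
Within the members above the median signal, the median of ethylene biosynthesis was 0.018 at B+7 and 0.028 with ripening in wild type, that of photosynthesis and chlorophyll -0.24 at MG and -0.60 with ripening in wild type, and that of histones and cell division -0.081 at MG; the cause was not tested beyond the smaller lists. The ethylene biosynthesis median at B+7 and that of histones at MG thus changed sign. Of 52 list medians per kind of comparison, 10 of the genotype and 8 of the ripening comparisons changed sign among members above the median signal, with moves of up to 0.38 and 1.72. With ripening in AtJUB1-OX, ethylene biosynthesis had -0.55 there and cell wall modification -0.47. Centring, quantile normalization, loess and the mean of all probe sets moved genotype medians by at most 0.12 and ripening medians by at most 0.25. The share of equal signs with Table S3 was 100% for values with an asterisk and 100% for array differences of at least 1.5-fold, both smaller selections. Other counts stayed within 1.5 times (29), and each of 5 correlations moved by less than 0.1 under 4 alternatives, but that between the MG and B+7 differences (0.05) turned to -0.047 with Spearman's rho and among probe sets above the median signal. Without LEA14 the share of equal signs was 78.6%. Loess gave 838 higher and 501 lower at MG, a split of 62.6% higher against 49.7%. Among genes named by the rule, 11 values fell under the 1.5-fold cut-off, those of CrtR-b1, PsbQ, NOR and EXP12 at MG and of WRKYIId-2, h52 and ER-SHSP at B+7, and 5 rose past it, those of 20ox-3 and ACS6 at MG and of ERF2 at B+7. Among the other list members 10 values fell under it and 11 rose past it. ACS genes higher at MG became 4 with centring, and expansins at MG 2 higher and 1 lower with loess. With the mean of a gene's probe sets, ARF3 at MG moved to 0.049, Psy1 at MG from -0.47 to -0.096, THOM1 at MG from 1.80 to 1.32 and ARG2 at B+7 from -2.28 to -1.64. The cause was not tested. Dim probe sets limit what the arrays show, and a difference between values near background says little of transcript level.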

Differences from the paper's values

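Chosen after the data were seen were the comparison of chromosomes that decided which genes were paired and the use of the reporter probe sets as a measure of background. The paper's values are log2 ratios by qRT-PCR with an SD, set beside log2 array differences, AtJUB1-OX against wild type. A value was taken to differ where it lay outside the paper's SD. This rule leaves out the spread of the array value and the paper's use of further biological replicates, so a small gap need not be a disagreement. For each such value, centring on the median, quantile normalization and loess, all set before the data were examined, left it outside. The mean of all probe sets did so for THOM1 at B+7.
RIN was -0.83 here and -2.38 in the paper (SD 0.4) at MG, and -0.039 here and 0.43 in the paper (SD 0.4) at B+7. SlERF.H15 (DREB1) was -0.19 here and 0.66 in the paper (SD 0.5) at B+7. WRKYIId-4 was 1.86 here and 2.45 in the paper (SD 0.5) at MG, and 0.27 here and 1.44 in the paper (SD 0.4) at B+7. For THOM1 at B+7 the value was 0.22 here and -0.2 in the paper (SD 0.3). LEA14 was 0.42 here and 2.53 in the paper (SD 0.7) at MG, and -0.11 here and -2.86 in the paper (SD 0.6) at B+7; its array values pass 1.5-fold at neither stage although the paper selected its genes at that cut-off, and whether the probe set measures the paper's gene is uncertain.
Among the expansins, EXP1 at B+7 was 0.49 here and 0.03 in the paper (SD 0.4), EXP12 at B+7 was -1.39 here and -2.56 in the paper (SD 0.5), and exp18 was 0.19 here and 0.9 in the paper (SD 0.2) at MG, and -0.77 here and -3.21 in the paper (SD 0.5) at B+7.
From Table S2, GA3ox1 (SlGA3ox1-1) at MG was 0.29 here and -0.11 in the paper (SD 0.2). 3OH-2 (SlGA3ox1-2) was 0.086 here and -0.75 in the paper (SD 0.2) at MG, and -0.14 here and -1.47 in the paper (SD 0.4) at B+7. GAI was -0.34 here and 0.56 in the paper (SD 0.1) at MG, and -0.37 here and 0.84 in the paper (SD 0.2) at B+7. GA3ox1 and 3OH-2 have mean signals of 3.65 and 3.76, near the median of the reporter probe sets (3.49), so the sign and size of their array differences carry little information, and GAI is dim at 7.23. The signs were equal in 2 of 6 values of Table S2. That table names line 24, while the figure drawn from it names OX2, the line the paper calls AtJUB1-OX.
The values of SlERF.H15, THOM1, EXP1 and EXP12 at MG and of GA3ox1 at B+7 were within the paper's SD; THOM1 at MG leaves it with the mean of all probe sets (1.32 here, 2.11 in the paper).
The paper states that an ACC synthase and 3 ACC oxidases were not altered or were repressed. Its IDs are not paired with probe sets in the tables used here. Of the ACS and ACO genes on the array, ACS2 (1.15), ACS1A (2.80), ACS3 (1.05) and ACO5 (1.96) were higher at MG and ACS4 (0.69) at B+7, while ACO5 (-2.74), ACO6 (-0.93), ACS1A (-1.02) and ACS3 (-1.08) were lower at B+7.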

Other observations

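Chosen after results were seen were the lists of jasmonate and established ripening-induced genes, the unnamed probe sets, the sets of probe sets with a 4-fold ripening change, the use of photosynthesis genes for stage and the test of B+7 fruits being further along; the genes CAB4, CAB5, CAB6A, GluB, PR5, PR-5, AOS, ARG2, TAS14 and gad2 below are dim or were named after their values were seen.
Of 14 defence and pathogenesis-related genes, 10 were at least 1.5-fold higher at MG (11 with centring, quantile normalization or loess) and none was lower, with a median of 1.05 (percentile 100 of the random lists). The gap between 3' and 5' probe sets was also larger in AtJUB1-OX at MG, by 0.53 for EF1a, 0.26 for ubiquitin, 0.18 for actin and 0.13 for GAPDH. Whether it contributes to the MG differences of this group and those below cannot be told with 1 array per condition. CHI9, a chitinase gene, differed by 2.16, the osmotin-like gene NP24-I by 0.94, the lipoxygenase gene loxD by 1.15, and the dimmer GluB, a glucanase gene, by 4.21. At B+7, 4 were higher. PR5 was higher at both stages (3.27 and 3.93), with a wild type signal of 3.10 at MG. PR-5 was higher at MG (2.87) and differed by 0.03 at B+7, with signals of 3.93 in AtJUB1-OX and 3.90 in wild type. These low signals lie near the median of the reporter probe sets (3.49). Of 20 jasmonate and wound response genes, 5 were higher (6 with centring, quantile normalization or loess) and 1 lower at MG, and 1 was higher and 7 lower at B+7, where the 25S and 17S ribosomal RNA controls were higher in AtJUB1-OX by 1.20 and 0.48. AOS, which acts in jasmonate synthesis, differed by 3.29 at MG and -0.49 at B+7, and the arginase gene ARG2 by -2.28 at B+7 (-1.64 as the mean of its 3 probe sets).
Of 7 heat shock genes, 3 were lower at MG (median -0.53, percentile 0.01, with the same larger gap), vis1 by a log2 difference of -2.59, HSP21 of -1.74 and HSP17.4 of -1.53. Of 8 photosynthesis and chlorophyll genes, 5 were lower at MG (median -0.62, percentile 0.01, and -0.24 among members above the median signal, again with the larger gap): psaD (-0.78), PsbQ (-0.61, under 1.5-fold at -0.58 with centring) and the chlorophyll-binding protein genes CAB4 (-0.88), CAB5 (-1.80) and CAB6A (-0.63). The dehydrin gene TAS14 had -0.82 at MG and -5.07 at B+7, and the glutamate decarboxylase gene gad2 0.45 and -1.39. The brassinosteroid gene CYP85A1 had 1.21 at MG and -0.18 at B+7. Among probe sets without a gene name, reporters aside, the largest positive difference at MG was 7.63, in a probe set that differed by 0.38 at B+7, and the largest negative was -3.82, in one that differed by -0.20 at B+7.
Of 20 established ripening-induced genes, 10 were lower (9 with centring, quantile normalization or loess) and 5 higher in AtJUB1-OX at MG, with a median of -0.54. A candidate explanation is that AtJUB1-OX fruits at MG were less advanced than wild type fruits at MG. Across all probe sets, the MG difference had a Pearson's r of -0.0490 with the mean ripening change (Spearman's rho -0.0976). Among those above the median signal r was -0.0948 and rho -0.1033, further in the direction of less advanced fruits. Values this small decide nothing either way. Over all probe sets, removing the trend with signal left r at -0.0421, which decides nothing either, since the value was near 0 before. Probe sets at least 4-fold higher at B+7 had a median difference of -0.082 at MG (48 higher and 47 lower), and those at least 4-fold lower had -0.051 (56 higher and 67 lower), where less advanced fruits would have the latter higher. The photosynthesis and chlorophyll genes, which fall with ripening in wild type (median -2.31), were lower at MG as well (-0.62), also against the direction of less advanced fruits. The members of both sets go both ways, and the photosynthesis median rests on 8 genes, so the explanation stays open. Whether the fruits differed in stage or AtJUB1 acted on these genes at equal stage cannot be told apart with 1 array each.
At B+7 the difference from wild type had a Pearson's r of 0.283 with the mean ripening change, and 0.282 after loess, which argues against a trend with signal as its source. With the change in wild type alone r was 0.0757, and with that in AtJUB1-OX alone 0.434, where shared arrays give -0.50 and 0.49 from noise alone. The positive r with the mean change is the opposite of what less advanced AtJUB1-OX fruits at B+7 would give. The mean change also shares both B+7 arrays, and a noisier AtJUB1-OX array at B+7 would give a positive r as well. Only arrays of equal noise would give no such r, which 1 array per condition cannot show. This r thus does not settle whether these fruits were less advanced. Whether AtJUB1-OX fruits were further along the whole change stays open on the arrays. The paper reports that by eye AtJUB1-OX fruits at B+7 were less pigmented than wild type fruits, which goes against it. The medians of 178 probe sets at least 4-fold higher at B+7 (0.20) and of 345 at least 4-fold lower (-0.44) restate the r of 0.283 and are no separate evidence, and the established ripening-induced genes had a median of 0.01.
More probe sets were past 1.5-fold at MG than at B+7, with a ratio of 1.39. Among probe sets above the median signal the ratio was 1.75, which argues against noise of dim probe sets as the source. Technical noise in general is not excluded. Among genes with several probe sets above the median signal, the SD between probe sets of a gene was 0.16 at MG and 0.098 at B+7. After quantile normalization it was 1.34, and since the ratio lay inside the bounds of that test before normalization, unequal scaling of the arrays is neither excluded nor shown. Differences between fruits of a genotype, and the larger gap between 3' and 5' probe sets in AtJUB1-OX at MG, were not tested as sources.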
